# Blocking Tryptophan Catabolism Reduces Triple-Negative Breast Cancer Invasive Capacity

**DOI:** 10.1158/2767-9764.CRC-24-0272

**Published:** 2024-10-16

**Authors:** Li-Wei Kuo, Lyndsey S. Crump, Kathleen O’Neill, Michelle M. Williams, Jessica L. Christenson, Nicole S. Spoelstra, Micaela Kalani Roy, Amy Argabright, Julie A. Reisz, Angelo D’Alessandro, Meher P. Boorgula, Andrew Goodspeed, Mike Bickerdike, Benjamin G. Bitler, Jennifer K. Richer

## Abstract

Anchorage-independent triple-negative breast cancer (TNBC) cells exhibit elevated levels of the tryptophan (TRP)-catabolizing enzyme tryptophan 2,3-dioxygenase 2 (TDO2) compared with the same cells grown under two-dimensional culture conditions. Tracing of ^13^C_11_-TRP demonstrated that anchorage-independent culture and/or inflammatory cytokines that activate NF-κB increase TRP catabolism and production of downstream catabolites such as kynurenine, which activate the aryl hydrocarbon receptor (AhR). TDO2 expression is heterogeneous within TNBC cell lines. To determine the function of TDO2, both pharmacologic inhibition and genetic manipulation were conducted. TDO2 knockdown revealed a compensatory increase in indoleamine 2,3-dioxygenase 1 (IDO1), a nonhomologous TRP-catabolizing enzyme, indicating that dual inhibition of these two enzymes is necessary to reliably block TRP catabolism. Thus, we tested a newly developed TDO2/IDO1 dual inhibitor, AT-0174, and found that it effectively inhibits TNBC TRP catabolism. Furthermore, AT-0174 treatment or AhR inhibitor significantly decreased TNBC anchorage-independent survival, invasive capacity, and expression of mesenchymal genes and proteins, whereas exogenous kynurenine increased invasion through AhR-mediated zinc finger E-box–binding homeobox 1 (ZEB1) expression. Thus, dual inhibition of TDO2/IDO1 may prove efficacious against TNBC progression.

**Significance:**

TDO2 is more highly expressed than the nonhomologous TRP-catabolizing enzyme IDO1 in TNBC. We find that TDO2 knockdown can lead to a compensatory increase in IDO1. Therefore, we tested a newly developed TDO2/IDO1 dual inhibitor and found that it decreases TRP catabolism, anchorage-independent survival, and invasive capacity.

## Introduction

Triple-negative breast cancer (TNBC) has a high rate of recurrence as a metastatic disease within the first few years of diagnosis (1–3). Anchorage-independent survival (also known as anoikis resistance) is known to facilitate metastasis (4–7). We previously demonstrated that upregulation of the kynurenine (KYN) pathway for tryptophan (TRP) catabolism through NF-κB occurs in anoikis-resistant/anchorage-independent TNBC cells. Inflammatory cytokines, IL1β, and TNFα that activate NF-κB also support anchorage independence (8). Expression of tryptophan 2,3-dioxygenase 2 (TDO2), a rate-limiting enzyme in the KYN pathway, is increased in anoikis-resistant TNBC (9–11) and ovarian cancer cells (12) grown under anchorage-independent conditions compared with two-dimensional culture, and furthermore, anchorage-independent survival is dependent on TDO2 activity (13).

TDO2 and the nonhomologous enzymes indoleamine 2,3-dioxygenase 1 and 2 (IDO1 and IDO2) evolved separately to catabolize TRP to formyl-KYN and KYN. IDO1 is expressed in most tissues, as is IDO2, albeit at much lower levels (14). TDO2 is normally expressed in the brain and liver (14). However, TDO2 and IDO1 can be expressed in various cancers. KYN binds to the aryl hydrocarbon receptor (AhR) and promotes cancer cell survival and motility in human glioblastoma cells (15) and breast and ovarian cancer cells (8, 13). In addition to binding AhR in cancer cells, secreted KYN can bind to AhR in immune cells, resulting in the functional attenuation of cytotoxic T cells and expansion of regulatory T cells, to facilitate an immunosuppressive microenvironment (14–16). In publicly available primary breast cancer databases, high tumor *TDO2* correlates with poor overall survival (16). Although TDO2 mRNA and proteins are higher than those of IDO1 in TNBC, both enzymes can be expressed (8, 16), and we find this to be the case in ovarian cancer as well (12, 13).

Current small-molecule inhibitors of TDO2 or IDO1 are tryptophan mimetics (14). In clinical trials, IDO1 inhibitors such as epacadostat were combined with immune checkpoint blockade, such as anti-programmed death-ligand 1 (anti–PD-L1) or anti–programmed cell death protein 1 (anti-PD-1; refs. 17, 18); however, no significant improvement in tumor response was observed (19). Dual IDO1/TDO2 inhibitors are still under preclinical investigation and are currently in phase I clinical trials (20, 21). Although the mechanisms of resistance to selective TDO2 or IDO1 inhibitors are largely unexplored, resistance is hypothesized to arise from the compensatory potential of these enzymes that catabolize TRP (17). Thus, dual inhibition of TDO2 and IDO1 may be necessary to block TRP catabolism effectively.

Here, we examined TNBC response to inflammatory cytokines that increase endogenous TDO2 and measured flux through the TRP catabolism pathway by tracing stable isotope-labeled TRP in anchorage-independent versus standard two-dimensional culture, with or without inflammatory cytokines and with or without a new dual IDO1/TDO2 inhibitor. We find that knockdown (KD) of TDO2 can lead to a compensatory increase in IDO1, indicating the necessity for dual inhibition of both enzymes. We find that AT-0174, a new small-molecule dual TDO2/IDO1 inhibitor, significantly reduced TRP catabolites produced by TNBC cells and reduced anchorage-independent survival and invasion through a TDO2/KYN/AhR/zinc finger E-box binding homeobox 1 (ZEB1) axis. Collectively, our findings demonstrate that dual TDO2/IDO1 inhibition is a promising therapeutic avenue for the blockade of TRP catabolism to reduce TNBC progression to metastatic disease.

## Materials and Methods

### Cell culture

BT549 (No. HTB-122; RRID: CVCL_1092) was purchased from ATCC and cultured in RPMI 1640 medium supplemented with 10% FBS, 1% non-essential amino acids (NEAA), and 10 μg/mL insulin. MDA-MB-453 (No. HTB-131; RRID: CVCL_0418) was obtained from ATCC and cultured in DMEM with 10% FBS. SUM159PT (RRID: CVCL_5423) was obtained from the University of Colorado Cancer Center (UCCC) Cell Technology Shared Resource and grown in Ham’s F12 media with 5% FBS, 1% 4-(2-Hydroxyethyl)piperazine-1-ethane-sulfonic acid (HEPES), 10 µg/mL insulin, and 0.3% hydrocortisone. MDA-MB-231 (No. HTB-26; RRID: CVCL_0062) was purchased from ATCC and cultured in 5% FBS, 1% HEPES, 1% NEAA, 1% glutamine, 1% penicillin–streptomycin, and 10 µg/mL insulin. All cell lines were authenticated by short tandem repeat analysis and confirmed *Mycoplasma* negative in the UCCC Cell Technology Shared Resource before the study. Cells were last tested on May 2, 2024. For experiments in anchorage-independent culture (forced suspension condition), the culture plates were coated with 12 mg/mL of poly-2-hydroxyethyl methacrylate (poly-HEMA; Cat. # P3932, Sigma-Aldrich) and dried overnight before cell seeding.

### Single-cell RNA sequencing

A total of 5 × 10^5^ MDA-MB-453 cells were seeded in T25 flasks. After 24 hours, the cells were treated with either vehicle (water) or 10 ng/mL of IL1β + TNFα for 24 hours. A total of 3,000 cells were collected for single-cell RNA sequencing (scRNA-seq) with a read depth of 75,000 reads/cell by using the 10× Genomics platform (RRID: SCR_019326) and NovSeq 6000 system (Illumina) at the UCCC Genomics Shared Resource Facility (RRID: SCR_021984) according to 10× sample preparation guideline. For data analysis, Cell Ranger (v3.1.0; ref. 22) was used to process the FASTQ files to generate cell and gene count tables using unique molecule identifiers (UMI) with the GRCh38 genome (compiled by 10× Genomics, refdata-gex-GRCh38-2020-A). The Seurat (v4.0.4; ref. 23) pipeline was used for downstream quality control and analysis. Cell Ranger–filtered data were read into Seurat. Host genes were removed if identified in fewer than 10 cells. Cells were filtered out if they contained ≥50,000 UMI, ≤3,000 genes, ≥5,000 genes, or ≥15% of UMIs coming from mitochondria. The two samples were integrated for visualization only using Seurat with normalization by the sctransform with the difference between S and G_2_–M scores regressed out. The top 30 principal components were used to perform Uniform Manifold Approximation and Projection. Prior to differential expression and plotting gene expression, data were normalized by dividing gene counts by total counts per cell and multiplied by 10,000 followed by natural-log transformation. Raw and processed data are deposited in Gene Expression Omnibus (GEO; GSE237918). Individual analysis of the control cells was previously published (24).

### Bulk RNA sequencing

AT-0174 treatment set: 3 × 10^5^ BT549 cells were seeded in a six-well plate coated with 12 mg/mL poly-HEMA for forced suspension culture and followed by 10 µmol/L AT-0174 or vehicle (DMSO) treatment. BT549 sh*TDO2* set: 3 × 10^5^ BT549 TDO2-KD shRNA constructs and shScramble (shSCR) control cells were seeded in a six-well plate. MDA-MB-453 set: 5 × 10^5^ MDA-MB-453 cells were seeded in a six-well plate coated with/without 12 mg/mL poly-HEMA for forced suspension/regular cultures. All the conditions were conducted in biological triplicate. After 48 hours, the total RNAs were extracted using RNeasy Mini Kit (Cat. # 74104, QIAGEN). For library preparation and sequencing, RNA quality was verified using a High Sensitivity ScreenTape Assay on the TapeStation 2200 system (Agilent Technologies) and measured using a NanoDrop 1000 (Thermo Fisher Scientific). Library construction was performed using the Universal Plus mRNA Library Kit (NuGEN Technologies), and sequencing was performed on the NovaSeq 6000 instrument (Illumina) using paired-end sequencing (2 x 150 bp) by the UCCC Genomics Shared Resource (RRID: SCR_021984). For data analysis, RNA sequencing (RNA-seq) data were processed using the nf-core/rnaseq pipeline (version 3.12.0; ref. 25). Briefly, Illumina adapters were removed using Cutadapt (version 3.4; ref. 26) as part of the Trim Galore (0.6.7) package (https://doi.org/10.5281/zenodo.7598955). Reads were aligned using STAR (version 2.7.9a; ref. 27) to the human transcriptome (GRCh38, gene annotation from Ensembl release 104) and quantified using Salmon (version 1.10.1; ref. 28). Raw data with counts by gene were generated using tximport (https://doi.org/10.12688/f1000research.7563.1) on Salmon-quantified data. Normalized data were generated as counts per million (29). Differential expression was calculated between groups using the limma R package (30). Gene set enrichment analysis (GSEA) was performed using fold change and the fgsea R package with hallmark gene sets from the Molecular Signatures Database (31), which were downloaded using the msigdbr R package (https://CRAN.R-project.org/package=msigdbr). Normalized enrichment score was plotted based on GSEA and Benjamini–Hochberg adjusted *P* value. The subset of downregulation gene expression heatmap on the hallmark epithelial–mesenchymal transition (EMT) pathway was displayed. Raw and processed RNA-seq data were deposited in GEO (GSE253239).

### Lentivirus transduction

The *TDO2* ORF overexpression (OE) construct (Cat. # OHS6085-213574308, Horizon Discovery) and empty vector control PLX-304 (RRID: Addgene_25890) were obtained from the CCSB-Broad Lentiviral Expression Library (Horizon Discovery) at the University of Colorado Functional Genomics Facility. *TDO2*-KD shRNA constructs and shSCR control were obtained from MISSION(R) TRC Lentiviral shRNA Collection (MilliporeSigma), and sequences are listed in Supplementary Table S1. The lentiviral particles were generated by the UCCC Functional Genomics Shared Resource (RRID: SCR_021987). For virus transduction, SUM159PT or BT549 cells were seeded in a six-well plate and transduced with 500 µL to 1 mL of viral particles and then selected with 10 µg/mL blasticidin (Cat. # ant-bl, InvivoGen) or 10 μg/mL puromycin for 7 to 10 days. The TDO2 expression level after OE/KD was confirmed by immunoblotting or qPCR.

### Stable isotope tracing of TRP catabolism

^13^C_11_ L-TRP (CLM-4290-H-0.1) was purchased from Cambridge Isotope Laboratories, Inc. TDO2 inhibitor 680C91 (Cat. # SML-0287) and IDO1 inhibitor epacadostat (Cat. # S7910) were purchased from Sigma-Aldrich and Selleckchem, respectively. TDO2/IDO1 dual inhibitor AT-0174 was obtained from Antido Therapeutics, and the molecular structure has been published in Wu and colleagues (32). For isotope tracing, MDA-MB-453 cells were seeded in media supplemented with 16 mg/L labeled TRP following the indicated treatment. A total of 5 × 10^5^ MDA-MB-453 cells or 3 × 10^5^ BT549 cells were seeded in six-well plates and treated with 1 or 10 µmol/L AT-0174 under attached or suspension culture conditions. The cell pellets and corresponding conditioned media were harvested at 24 or 48 hours of treatment, cells counted, and samples snap-frozen. Metabolomic analyses were performed at the University of Colorado School of Medicine Mass Spectrometry Metabolomics Shared Resource Facility (RRID: SCR_021988). Medium samples were thawed on ice and diluted 1:25, and cell pellets were extracted at 2 × 10^6^ cells/mL in ice-cold lysis solution (5:3:2 MeOH:ACN:H_2_O) as previously described (33, 34). Samples were vortexed vigorously at 4°C for 30 minutes and then centrifuged at 4°C, 10,000 *g* for 10 minutes to isolate solids (35). The supernatants were transferred to autosampler vials and analyzed on a Vanquish UHPLC system coupled to a Q Exactive mass spectrometer (Thermo Fisher Scientific). Extracts were resolved over a Kinetex C18 column (150 × 2.1 mm × 1.7 µm; Phenomenex) at a flow rate of 450 µL/minute using 5-minute gradients in positive and negative ion polarity modes as previously described (35, 36). Samples were randomized and introduced to the mass spectrometry (MS) via electrospray ionization with the MS scanning in full MS mode (2 µscans) over the range of 65 to 950 *m*/*z* (10 µL injection for cells; 20 µL injection for media). Technical replicates were injected every 6 to 12 samples to ensure instrument stability (36). Metabolites were annotated and integrated using MAVEN (Princeton University; RRID: SCR_022491) in conjunction with the Kyoto Encyclopedia of Genes and Genomes database (RRID: SCR_012773). Peak quality was determined using blanks, technical mixes, and ^13^C_11_ natural abundance along with an in-house standard library (37). All studies were conducted in biological triplicate or above and unitless peak areas presented. The metabolomics data is publicly available (see data availability section).

### Transfection

BT549 sh*TDO2*-82 or BT549 sh*AhR*-85 cells were transfected with 1.5 µg pcDNA3.0-ZEB1 ORF using Lipofectamine 2000 (Cat. # 11668019, Invitrogen) according to the manufacturer’s protocol. After 24 hours, cells were harvested for use in invasion assays.

### Transwell invasion assay

For the assay, 24-well format 8.0-μm culture inserts (Cat. #353097, Falcon) were precoated with 200 µg/mL Cultrex UltiMatrix Reduced Growth Factor Basement Membrane Extract (Cat. # BME001-05, Bio-Techne). For BT549 shTDO2 or MDA-MB-453 shTDO2, cells were cultured under attached conditions. For BT549 or SUM159PT, cells were cultured under attached or suspension conditions and pretreated with 10 µmol/L AT-0174, 10 µmol/L AhR inhibitor StemRegenin 1 (Cat. # S2858, Selleckchem), or their combination for 48 hours. The next day, 5 × 10^4^ cells were seeded on the top of the inserts, and the lower compartment was supplemented with the complete media. After 24 hours, the inserts were fixed with 10% neutral buffered formalin and stained with 0.1% crystal violet, and the upper cells were removed by cotton swabs. For quantification, crystal violet–stained invaded cells were dissolved in 10% acetic acid/water and the absorbance measured at 570 nm.

### Anchorage-independent cell proliferation

BT549 or MDA-MB-453 sh*TDO2*/shSCR cells (3,000 cells/well) were seeded in 96-well ultralow attachment plates followed by AT-0174 treatment, and the cell growth was measured using CellTiter-Glo (Cat. # G7571, Promega), according to the manufacturer’s instructions at day 7.

### Immunoblotting and IHC

Immunoblotting: Cells were lysed using T-PER Tissue Protein Extraction Reagent (Cat. # 78510, Thermo Fisher Scientific) containing 1× Halt Protease Inhibitor Cocktail (Cat. # 87786, Thermo Fisher Scientific), and the protein concentration was quantified using the Pierce BCA Protein Assay Kit (Cat. # 23225, Thermo Fisher Scientific). Generally, 10 to 40 µg of total protein lysate was mixed with SDS loading buffer and resolved in SDS-PAGE and then transferred on Immobilon-FL membranes (Cat. # IPFL00010, MilliporeSigma). The membranes were then blocked with 3% Bovine Serum Albumin (BSA)/Tris-buffered saline with 0.1% Tween 20 (TBST) for 1 hour and hybridized with primary antibodies overnight at 4°C. After washing with TBST, the membranes were incubated with the secondary antibodies for 1 hour, and the fluorescent signal was detected using a LI-COR Odyssey Infrared Imaging System (RRID: SCR_013715). Primary antibodies used in this study were TDO2 (1:1,000 dilution, Cat. # ab259359, Abcam), IDO1 (1:1,000 dilution, Cat. # 86630S, Cell Signaling Technology), total NF-κB p65 (1:1,000 dilution, Cat. # 8242S, Cell Signaling Technology), phospho–NF-κB p65 (1:1,000 dilution, Cat. # 3033S, Cell Signaling Technology), ZEB1 (1:1,000 dilution, Cat. # 70512, Cell Signaling Technology), and α-tubulin (1:5,000 dilution, Cat. # T5168, Sigma-Aldrich; RRID: AB_477579). The secondary antibodies included Goat anti-Rabbit IgG Alexa Flour 680 (1:5,000 dilution, Cat. #21109, Thermo Fisher Scientific; RRID: AB_2535758) or IRDye 680RD Goat anti-Mouse IgG (1:5,000 dilution, Cat. # 926-68070, LI-COR Biosciences; RRID: AB_10956588). The protein densitometry was quantified using ImageJ software (RRID: SCR_003070). For IHC, cell pellets were paraffin embedded and subjected to IHC for TDO2 (1:50 dilution, Cat. # MABN1537, MilliporeSigma) as previously described (8).

### qRT-PCR

Total RNA was isolated using RNeasy Mini Kit (Cat. # 74104, QIAGEN). A measure of 1 µg of RNA was transcribed to cDNA using qScript cDNA SuperMix (Cat. # 95048, Quantabio) according to the manufacturer’s instructions. For qPCR, 10 µL of qPCR mixture contained 1.25 µL of cDNA (three times dilution from the reverse transcription cDNA product with nuclease-free water), 0.8 µL each of 10 µmol/L forward and reverse primers, 5 µL of PowerUp SYBR Green Master Mix (Cat. # 25742, Applied Biosystems/Thermo Fisher Scientific), and 2.15 µL nuclease-free water, and the SYBR amplification signal was detected using the 7500 Fast Real-Time PCR System (Applied Biosystems) and software (RRID: SCR_014596). GAPDH served as an internal control. Fold change was calculated based on 2^−ΔΔCT^ method using the formula ΔΔCt = [Ct (target) group − Ct (GAPDH) group] − [Ct (target) control − Ct (GAPDH) control], in which Ct represents threshold response and control signifies nontreatment or vehicle. The primers (5′–3′) were synthesized by Integrated DNA Technologies, and the sequences are listed in Supplementary Table S2.

### Public dataset analysis

The breast invasive carcinoma (The Cancer Genome Atlas Pan-Cancer Atlas; *n* = 1,084) dataset was analyzed using the cBioPortal platform (https://www.cbioportal.org/) to inquire the correlation of *AhR* and *ZEB1* mRNA expression. The Gene expression-based Outcome for Breast cancer Online platform (https://co.bmc.lu.se/gobo/gobo.pl) was utilized to analyze the expression of *AhR* and *ZEB1* in 51 breast cancer cell lines and the expression of *TDO2*, *AhR*, and *ZEB1* in 1,881 clinical breast tumors of different subtypes. Expression of multiple genes is averaged with median-centered analysis. The public dataset for AhR chromatin immunoprecipitation analysis (GSE127649, doi: 10.17989/ENCSR412ZDC) was used with inquiry of *ZEB1* and its upstream regulatory region.

### Statistical analysis

All the experiments in this study were performed in biological triplicate at three independent times and analyzed using GraphPad Prism v.9.4.1 (RRID: SCR_002798). A *P* value < 0.05 was set for statistical significance. All the statistical methods are described in the corresponding figure legends and presented with mean ± SD or SEM.

### Data availability

scRNA-seq data for MDA-MB-453 cells treated with vehicle or IL1β + TNFα were deposited in GEO as GSE237918. Bulk RNA-seq data for BT549 cells in suspension culture treated with AT-0174 or *TDO2* KD (sh*TDO2*) was deposited in GEO as GSE253239. The metabolomics data presented in this study is available at the NIH Common Fund's National Metabolomics Data Repository (NMDR) website, the Metabolomics Workbench (https://www.metabolomicsworkbench.org), where it has been assigned the following Study IDs: ST003484, ST003485, ST003486, ST003487, ST003488, ST003489, ST003490, ST003491.

## Results

### scRNA-seq demonstrates that inflammatory cytokines drive TRP catabolism through TDO2 upregulation

We previously reported increased NF-κB activation in TNBC cells under anchorage-independent culture conditions compared with 2D culture conditions (5). TNBC cells surviving under anchorage-independent conditions increase TRP catabolism by specifically upregulating TDO2. Inflammatory cytokines IL1β and TNFα that activate NF-κB also increase TDO2 (38). As we had previously observed that even in TNBC cell lines, not all cells upregulate TDO2 in suspension culture with or without NF-κB–activating cytokines, we sought to identify the characteristics of cells that express and upregulate this enzyme. We utilized the MDA-MB-453 cell line, which has high endogenous TDO2 in approximately 20% of cells. The cells were treated with 10 ng/mL of IL1β and TNFα for 24 hours, and IHC for TDO2 was performed followed by scRNA-seq. Genes coexpressed in cells with *TDO2*-high expression at baseline without cytokine treatment are listed in Supplementary Table S10. An increase in TDO2 protein with inflammatory cytokines was confirmed by IHC and immunoblotting (Fig. 1A and B). Interestingly, the cytokine treatment upregulated *TDO2* mRNA and protein but did not upregulate *IDO1* (Fig. 1B), and these results were confirmed by Uniform Manifold Approximation and Projection analysis (Fig. 1C). Differential gene expression between IL1β + TNFα–treated and vehicle-treated cells demonstrated significant upregulation of genes associated with inflammatory cytokines, including *S100 calcium*-*binding protein A8*/*A9* and *chemokine ligand 2* along with the TRP catabolism enzymes *TDO2*, *kynureninase* (*KYNU*), and *kynurenine 3*-*monooxygenase* (Fig. 1D). The complete list of differentially expressed genes (with and without the addition of inflammatory cytokines) is provided in Supplementary Table S3. GSEA pathway analysis of scRNA-seq data in response to cytokine treatment and bulk RNA-seq data of MDA-MB-453 cells surviving in forced suspension culture both showed positive enrichment of TNFα signaling via NF-κB activation and cellular amino acid catabolic process (Fig. 1E; Supplementary Fig. S1). scRNA-seq also demonstrated increased *TDO2*, *KYNU*, and *kynurenine 3*-*monooxygenase* expression upon exposure to inflammatory cytokines (Fig. 1F). 

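MDA-MB-453 cells were cultured for 48 hours either attached or in forced suspension, and 9 libraries were sequenced, 3 from each of 3 conditions. These were attached cells with vehicle, suspended cells with vehicle, and suspended cells with 10 µmol/L AT-0174, an inhibitor of both TDO2 and IDO1. The paper's methods name the Universal Plus mRNA Library Kit, whereas the sample descriptions name a SMARTER kit, and the values do not show which was used. The authors quantified reads with Salmon and gave estimated counts per gene, without normalization for depth or gene length. Each library held between 36649997 and 48019126 estimated counts, with medians of 38658156 in attached cells and 42970982 in suspended cells with vehicle. Estimated counts were rounded to whole numbers and scaled by edgeR's TMM method, and 15528 genes passed its filter on low counts. All 9 libraries entered one fit, and the adjusted p-values for genes are Benjamini–Hochberg values from edgeR's quasi-likelihood test. At an adjusted p threshold of 0.05, 3297 genes differed between suspended and attached cells with vehicle, 1620 higher and 1677 lower in suspension. Only 152 of these changed at least 2-fold, 25 higher and 127 lower. With counts rebuilt from TPM to remove differences in transcript length, the alternative set that moved the count most at the same threshold, 1726 genes differed. Without attached replicate 3, the count was 1935, and without suspended vehicle replicate 2 it was 1951. Among changed genes with at least 50 normalized counts on average and no overlap between groups, those with the largest rises were *FOS*, *FOSB*, *DUSP1*, *PTHLH* and *NDRG1*, and those with the largest falls were *BASP1*, *NRP1*, *PAPLN*, *BOLA2* and *CRIM1*. *FOS* rose from 0.746 ± 0.178 to 34.6 ± 12.5 CPM (mean ± SD, n = 3 each), a log2 fold change of 5.54 (standard error 0.388, adjusted p = 2.9e-06). *BASP1* had a log2 fold change of −3.17 (standard error 0.22, adjusted p = 2.6e-06). *BOLA2* has a second copy, *BOLA2B*, and the sum of both did not differ past the threshold (log2 fold change 0.09, adjusted p = 0.151), but with the readthrough gene *BOLA2-SMG1P6* added it was higher (0.18, adjusted p = 0.0123).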

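The enrichment of gene lists was computed with fgsea on the log2 fold changes of suspended against attached cells, with 10000 permutations of genes. The lists were written by hand on the themes of Supplementary Fig. S1 and the paper's model before the data were examined, and they are not the gene sets the paper used. The p-values were adjusted over 15 lists. The list for TNFα signaling via NF-κB had 143 tested genes of 199 and a normalized enrichment score (NES) of 1.37 (adjusted p = 0.0835), short of the threshold of 0.05. Its direction in the ranking by log2 fold change was not stable, being negative in 4 of the 6 fits that each left out 1 library. The filter on low counts then kept more genes, between 15796 and 15843, so library and filter cannot be told apart. None of the 4 negative scores passed the threshold (adjusted p between 0.598 and 0.777). The lowest NES of these fits was −0.968, without suspended vehicle replicate 1, and the others were −0.908 without attached replicate 2, −0.949 without suspended vehicle replicate 2 and −0.89 without suspended vehicle replicate 3. With no filter on low counts the NES was −0.859. The list passed the threshold when ranked by the signed test statistic (NES 1.73, adjusted p = 0.000504), with limma-voom (1.39, adjusted p = 0.0347) and with at least 10 counts in every library (1.77, adjusted p = 0.00393). Of its genes, 50 differed in suspension, 31 higher and 19 lower, and 56 differed when p-values were adjusted over the list alone. The smallest p-values among its rising genes were those of *FOS*, *KLF2*, *JUNB*, *MYC* and *BHLHE40*. *JUNB* rose from 208 ± 8.51 to 310 ± 21.5 CPM (SD, n = 3 each; log2 fold change 0.57, standard error 0.055, adjusted p = 4.2e-05). *NFKBIA* did not change past the threshold (log2 fold change −0.05, standard error 0.066, adjusted p = 0.67), and neither did *RELA* (log2 fold change 0.01, standard error 0.037, adjusted p = 0.93).

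**Figure D1:**
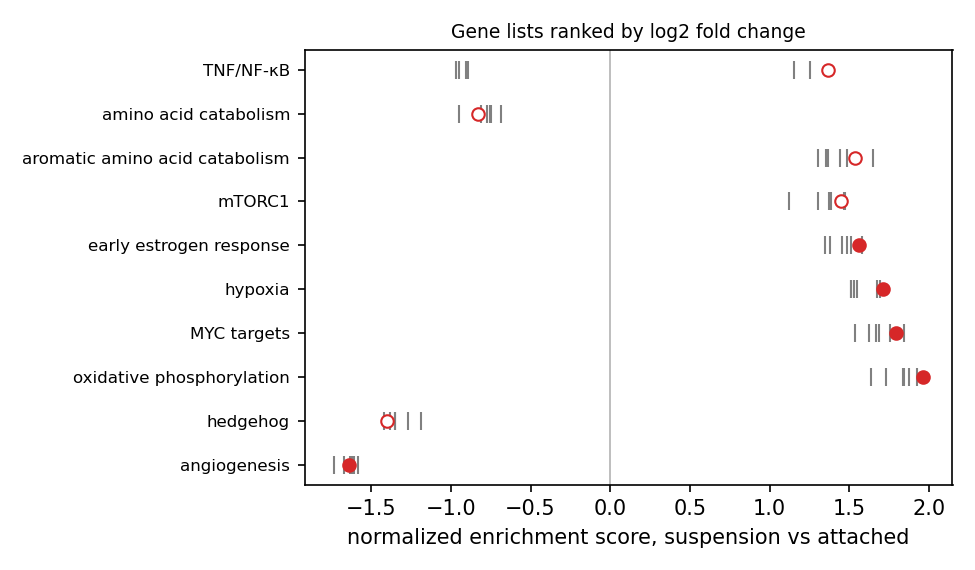
Normalized enrichment score of 10 gene lists in suspended against attached MDA-MB-453 cells, both with vehicle. Circles give the fit with all libraries, filled where the adjusted p is under 0.05, and ticks the 6 fits that each left out 1 library. The TNF/NF-κB list lies at 1.37 with ticks from −0.968 to 1.25, and the amino acid catabolism list lies at −0.831.

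The list for amino acid catabolism had 78 tested genes of 109 and an NES of −0.831 (adjusted p = 0.804). Of these genes, 51 had a higher value in suspension, with a median log2 fold change of 0.06, and 24 differed past the threshold, 16 higher and 8 lower. With p-values adjusted over the list alone, 30 differed. The genes with the smallest p-values among the falls were *ALDH7A1*, *ACAD8*, *SUOX*, *PRODH* and *IVD*. Ranked by the signed test statistic in place of the log2 fold change, the list had a positive NES of 1.46 (adjusted p = 0.0252). The log2 fold changes were skewed, and 14.6% of random lists as long as the TNF list gave a positive score, against 80.6% with a negative score for lists as long as the amino acid list. A shorter list of aromatic amino acid catabolism, which holds *TDO2*, had 13 tested genes and an NES of 1.54 (adjusted p = 0.102). It was led by *TDO2*, *HGD*, *KMO*, *TAT* and *PCBD1*, and 4 of its genes differed, each of them higher in suspension (6 with p-values adjusted over the list alone). The test camera with a preset correlation between genes called the amino acid list (adjusted p = 0.0482) and the aromatic list (adjusted p = 0.00322) higher, and not the TNF list (adjusted p = 0.0512). The rotation test fry called all 3 higher (adjusted p = 0.0079, 0.000513 and 0.00149 in the same order). With an estimated correlation, camera called none of the 3 (adjusted p = 0.285, 0.0624 and 0.12). From the GSEA of cytokine-treated cells and of suspended cells, the paper states that both show positive enrichment of TNFα signaling via NF-κB and of amino acid catabolism, and its discussion states that this signaling leads to higher TDO2.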

The significant upregulation of *TDO2* with NF-κB–activating cytokine treatment was also observed in the TNBC lines SUM159PT and BT549 (Fig. 1G).

**Figure 1:**
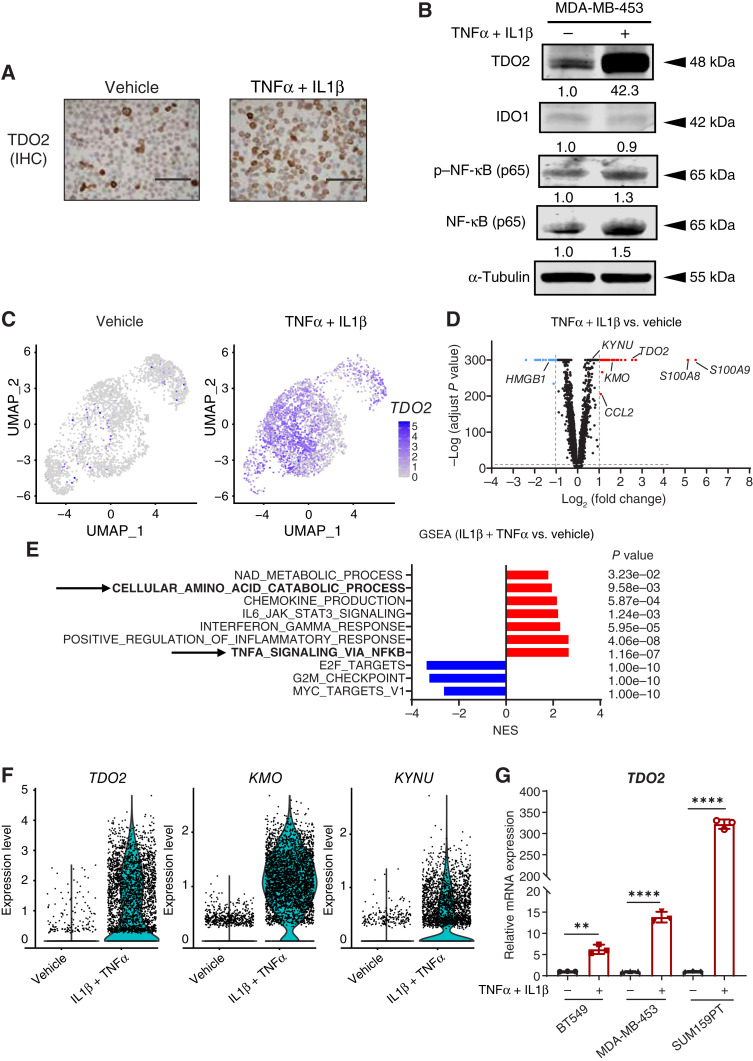
Inflammatory cytokines induce heterogeneous TDO2 expression in TNBC cells. **A,** IHC of TDO2 protein in MDA-MB-453 cells treated with vehicle or 10 ng/mL IL1β + TNFα for 48 hours. **B,** TDO2 protein in MDA-MB-453 treated with IL1β + TNFα or vehicle control for 48 hours and detected by immunoblotting. **C,** t-SNE graph showing *TDO2* in scRNA-seq on MDA-MB-453 cells treated with vehicle or IL1β + TNFα for 48 hours. **D,** Volcano plot showing gene fold change following vehicle or IL1β + TNFα treatment (*P* < 0.05; FDR < 0.05) with twofold or greater up- (red) or downregulated (blue) gene sets. **E,** Significant upregulated/downregulated genes identified using GSEA. **F,** scRNA-seq expression of TRP catabolism–associated genes *TDO2*, *KMO*, and *KYNU* in MDA-MB-453 treated with vehicle or IL1β + TNFα. **G,***TDO2* measured by qRT-PCR in three TNBC cell lines in response to vehicle or IL1β + TNFα treatment. Data are displayed as mean ± SD by two-way ANOVA analysis. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001. *KMO*, *kynurenine 3*-*monooxygenase*; NES, normalized enrichment score; t-SNE, t-distributed stochastic neighbor embedding; UMAP, Uniform Manifold Approximation and Projection.

### Cytokine treatment or anchorage-independent culture of TNBC cells increases TRP flux through the KYN pathway

To measure the flux of TRP through the KYN pathway over time, we performed tracing of labeled ^13^C_11_-TRP via MS in MDA-MB-453 cells cultured for 24 and 48 hours in TRP-depleted media supplemented with ^13^C_11_-TRP treated with or without IL1β + TNFα (Fig. 2A). Incorporation of heavy (^13^C_11_-labeled) TRP versus light (unlabeled) isotopologues of intracellular TRP (to test uptake) and downstream metabolites formyl-KYN and KYN (to test TRP catabolism) demonstrated a significant and rapid decrease in the level of TRP (Fig. 2B), formyl-KYN (Fig. 2C), and KYN (Fig. 2D) in response to IL1β + TNFα treatment as compared with vehicle-treated cells. The catabolites 3-hydroxykynurenine and kynurenic acid significantly increased with treatment (Fig. 2E and F). The percentage (%) isotope ^13^C_11_ labeled is shown in Supplementary Fig. S2. Tracing of labeled TRP showed that IL1β + TNFα increased flux through the TRP catabolism pathway, leading to a decrease in the levels of metabolites upstream of KYN and an accumulation of KYN and downstream metabolites. In addition, we performed ^13^C_11_-TRP tracing in MDA-MB-453 cells cultured under forced suspension conditions as compared with 2D culture (attached). Notably, intracellular TRP, formyl-KYN, and KYN increased in cells surviving in suspension as compared with the attached condition (Supplementary Fig. S3). Thus, both inflammatory cytokine treatment and anchorage independence increased the flux of TRP through the KYN pathway in TNBC, as a result of the increased TDO2.

**Figure 2:**
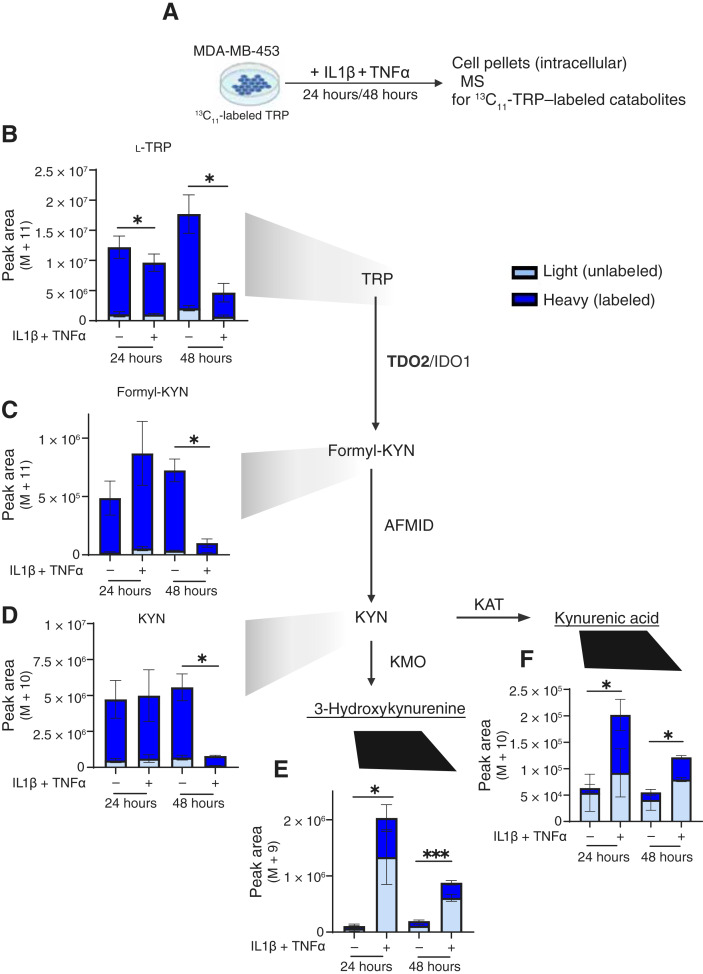
Tracing of TRP demonstrates that inflammatory cytokines enhance TRP catabolism and accumulation of KYN and other downstream catabolites. **A,** MDA-MB-453 cultured in TRP-depleted media with ^13^C_11_-labeled TRP for 8 hours were treated with vehicle or 10 ng/mL IL1β + TNFα for 24 or 48 hours, and cell pellets were lysed and subjected to MS. Labeled intracellular TRP catabolites (heavy, dark blue) or unlabeled (light, light blue) were measured. including (**B**) TRP, (**C**) formyl-KYN, (**D**) KYN, (**E**) 3-hydroxykynurenine, and (**F**) kynurenic acid shown as peak area. Biological replicates were conducted in each group, and data are displayed as mean ± SEM by Student *t* test analysis. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001.

### KD of *TDO2* can increase IDO1

To examine targeting TDO2 in invasive TNBC, BT549 cells were transduced with lentivirus carrying shRNA specific for *TDO2*. Immunoblotting confirmed the reduction in TDO2 at the protein level (Fig. 3A). Formyl-KYN and KYN were significantly reduced in the cells generated with one of the shRNA constructs (*TDO2*-82) but not reduced in cells created with another construct (sh*TDO2*-98; Fig. 3B). To investigate this, we interrogated IDO1 protein levels and discovered that IDO1 was 56-fold upregulated in the sh*TDO2*-98 cells (Fig. 3A). The sh*TDO2*-98 BT549 cells were thereafter denoted as having IDO1 compensation (or IDO1 comp). KD of *TDO2* also caused a significant reduction in the AhR target gene cytochrome P450 1A1/1B1 (*CYP1A1* and *CYP1B1*) in sh*TDO2*-082 cells without an increase in IDO1, but these genes were not reduced in the sh*TDO2*-98 cells (IDO1 comp) in which IDO1 showed a compensatory increase (Fig. 3C).

**Figure 3:**
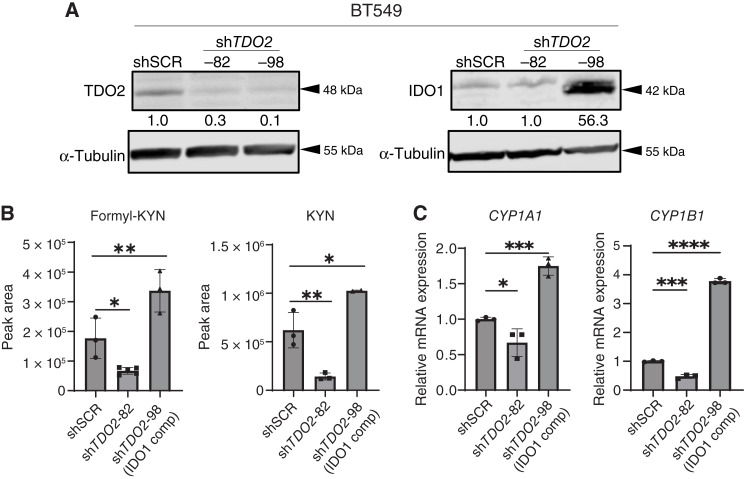
KD of *TDO2* can increase IDO1 expression and activity in a compensatory manner. Stable genetic KD *TDO2* (sh*TDO2*) or scramble control (shSCR) in BT549 cells. **A,** Immunoblot of TDO2 and IDO1. **B,** Catabolite level shown in peak area (mean ± SEM) of formyl-KYN and KYN as measured by steady-state metabolomics in conditioned media from BT549 with sh*TDO2* or shSCR control. **C,** Activated AhR-regulated genes *CYP1A1* and *CYP1B1* with and without shTDO2. Data are displayed as mean ± SD with one-way ANOVA analysis. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001.

### TDO2/IDO1 dual inhibitor significantly reduced intracellular TRP and secreted KYN

As we observed that IDO1 compensation is possible following *TDO2* KD, we tested the dual TDO2/IDO1 inhibitor AT-0174 that acts as a competitive TRP mimetic that can bind both enzymes (32). MDA-MB-453 and BT549 TNBC cells cultured in suspension (in which TDO2 is increased) were treated with or without two doses of AT-0174 (1 and 10 µmol/L; Fig. 4A). Although no significant TRP changes were observed in MDA-MB-453 (Fig. 4B), TRP significantly accumulated in the cells and media in BT549 (Fig. 4E) upon treatment with AT-0174, indicating that TRP was not being catabolized. We measured both intracellular levels of TRP and its catabolites, as well as the depletion of TRP or secretion of catabolites into the media. We found that secreted formyl-KYN significantly decreased with AT-0174 treatment at 1 and 10 µmol/L in MDA-MB-453 (Fig. 4C), whereas 10 µmol/L AT-0174 decreased both intracellular and secreted formyl-KYN in BT549 cells (Fig. 4F). AT-0174 at 10 µmol/L treatment significantly decreased intracellular and secreted KYN in both cell lines (Fig. 4D and G). We also stably OE *TDO2* in SUM159PT cells (Supplementary Fig. S4A) and found significantly higher secreted formyl-KYN and KYN compared with those secreted by control empty vector containing cells (Supplementary Fig. S4B). Furthermore, AT-0174 treatment significantly reduced KYN levels secreted into the media of *TDO2* OE cells (Supplementary Fig. S4C). To test whether the inhibitors against TDO2/IDO1 reduced TRP catabolites in the BT549 sh*TDO2*-98 cells (IDO1 comp), we utilized 680C91 (a selective TDO2 inhibitor), epacadostat (a selective IDO1 inhibitor), and the dual inhibitor of both IDO1 and TDO2 AT-0174 and conducted metabolomics to measure formyl-KYN and KYN. Epacadostat and AT-0174 significantly decreased secreted formyl-KYN and KYN in the media from sh*TDO2*-98 (IDO1 comp) cells, but 680C91 (the TDO2 inhibitor) did not (Fig. 4H), suggesting the upregulation of TRP catabolism because IDO1 compensation can be reduced using the inhibitors that target IDO1. We also used MDA-MB-231, which expresses high endogenous IDO1, and found AT-0174 or epacadostat reduces KYN (Fig. 4I). To further test the effect of AT-0174 on flux through the TRP catabolism pathway, we performed ^13^C_11_-TRP tracing in MDA-MB-453 under attached versus suspension culture conditions with or without 1 or 10 µmol/L AT-0174 treatment (Fig. 5A; Supplementary Fig. S5A). A measure of 10 µmol/L AT-0174 significantly increased intracellular TRP (Fig. 5B), but no significant changes in secreted TRP (Supplementary Fig. S5B). In contrast, AT-0174 decreased intracellular and secreted formyl-KYN and KYN levels (Fig. 5C and D; Supplementary Fig. S5C and S5D). No significance of kynurenic acid (Fig. 5G; Supplementary Fig. S5F) was observed in response to the treatment, suggesting that KYN was mainly processed to the direct downstream pathway. Notably, AT-0174 significantly decreased the production of 3-hydroxykynurenine (Fig. 5E; Supplementary Fig. S5E) and nicotinamide adenine dinucleotide (Fig. 5F), the terminal metabolite in the pathway, showing that dual inhibition of TDO2/IDO1 effectively reduced the flux of TRP through the KYN pathway.

**Figure 4:**
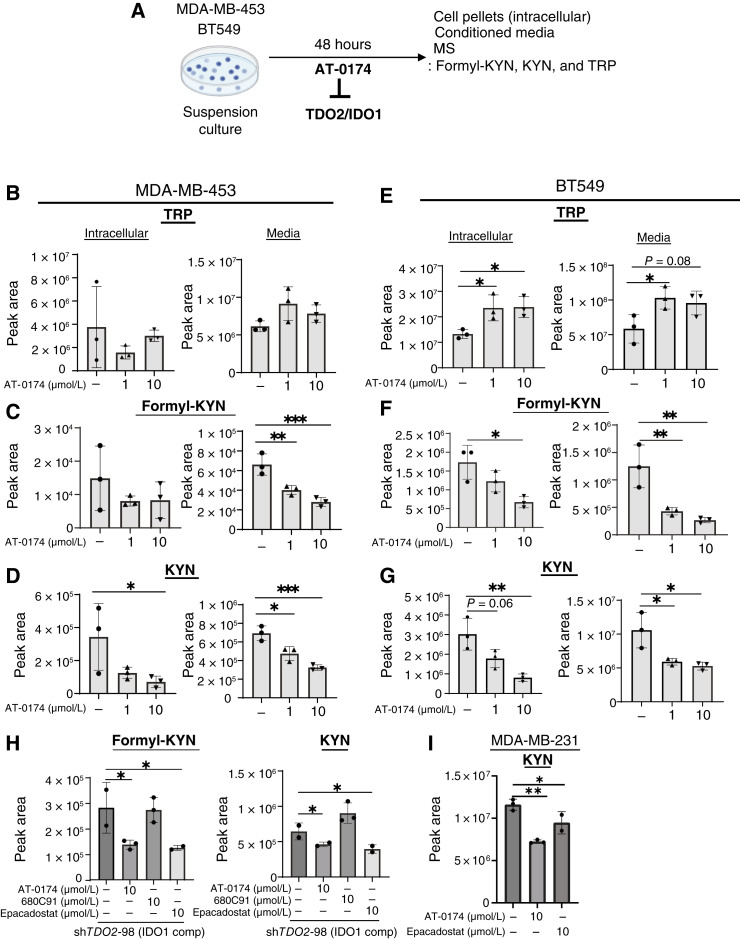
AT-0174, a dual TDO2/IDO1 inhibitor, decreases TRP catabolism in anchorage-independent TNBC cells expressing TDO2 or IDO1 and reduces both formyl-KYN or KYN. **A,** Schematic of experimental design. **B** and **E,** TRP; **C** and **F,** formyl-KYN; **D** and **G,** KYN levels in cells and conditioned media of MDA-MB-453 or BT549 following suspension culture with or without 1 µmol/L and 10 µmol/L of TDO2/IDO1 inhibitor AT-0174 treatment (**H**). BT549 sh*TDO2*-98 (IDO1 comp) was treated with 10 µmol/L AT-0174, 10 µmol/L TDO2 inhibitor 680C91, or 10 µmol/L IDO1 inhibitor epacadostat. **I,** KYN levels of MDA-MB-231 treated with vehicle (DMSO) control, 10 µmol/L AT-0174, or 10 µmol/L epacadostat. All treatments above were conducted for 48 hours, and conditioned media were analyzed for TRP catabolites and shown as peak area. Data are displayed as mean ± SEM by one-way ANOVA analysis. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001.

**Figure 5:**
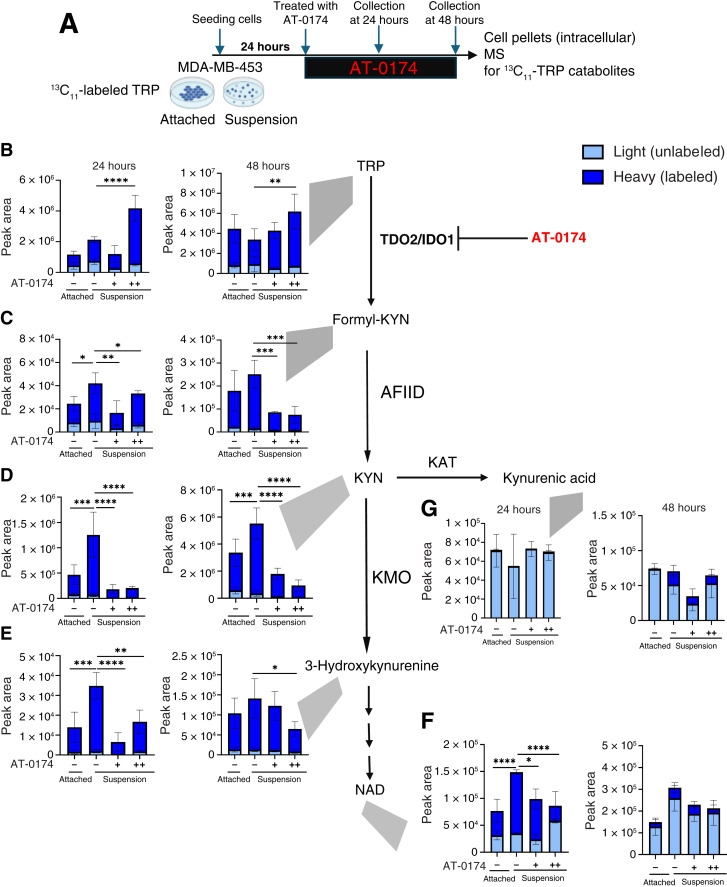
Tracing of TRP demonstrates that AT-0174, a dual TDO2/IDO1 inhibitor, decreases TRP catabolism. **A,** Schematic of the study design: cells in attached vs. forced suspension culture were incubated in ^13^C_11_-labeled TRP for 24 hours, and then suspended cells were treated with vehicle control (DMSO) or 1 µmol/L (“+”) or 10 µmol/L AT-0174 (“++”) for 24 or 48 hours at which time cells were harvested, lysed, and analyzed by MS. Intracellular heavy (labeled) TRP catabolites (dark blue) and light (unlabeled) TRP catabolites including (**B**) TRP, (**C**) formyl-KYN, (**D**) KYN, (**E**) 3-hydroxykynurenine, (**G**) kynurenic acid, and (**F**) NAD were measured and are represented as peak area. Biological replicates (*n* = 3) were conducted for each group, and data are displayed as mean ± SEM with two-way ANOVA analysis. *, *P* < 0.05; **, *P* < 0.01; **, *P* < 0.001; ****, *P* < 0.0001.

### Dual inhibition of TDO2/IDO1 reduces TNBC invasive capacity by blocking KYN production and consequent activation of AhR

To investigate whether dual inhibition of TDO2/IDO1 affects proliferation in anchorage-independent growth and invasion of TNBC, invasion assays were performed using transwell chambers coated with Cultrex, and invasive capacity was measured after 24 hours. *TDO2* KD (Supplementary Fig. S6A) or AT-0174 significantly reduced anchorage-independent growth and invasion in BT549 and MDA-MB-453 cell lines (Fig. 6A; Supplementary Fig. S6B and S6C). In contrast, the BT549 sh*TDO2*-98 (IDO1 comp) cells showed no significant difference in invasive capacity compared with shSCR control (Fig. 6A). Notably, treatment of BT549 sh*TDO2*-98 (IDO1 comp) cells with AT-0174 or the AhR inhibitor StemRegenin significantly reduced invasion, and the combination of these two inhibitors further reduced invasion (Fig. 6B). AT-0174 treatment also decreased invasion in BT549 and SUM159PT *TDO2* OE cells compared with vehicle control (Supplementary Fig. S7). To test invasive capability following anchorage-independent culture, when endogenous TDO2 increases, we seeded cells under forced suspension conditions for 24 hours and then treated with or without AT-0174, StemRegenin, or both. We found that AT-0174 or StemRegenin significantly reduced invasion (Fig. 6C; Supplementary Fig. S8A) and that treatment with both drugs further decreased invasion. Moreover, exogenous KYN significantly increased invasion, but treatment with AT-0174 did not affect invasion in the presence of KYN, as expected, because KYN binding to AhR is downstream of the action of AT-0174 on TDO2/IDO1 (Fig. 6D; Supplementary Fig. S8B). Conversely, the AhR inhibitor StemRegenin significantly reduced invasion in the context of KYN treatment as it inhibits AhR activity. To further investigate the effects of combinational treatment with the dual TDO2/IDO1 inhibitor and AhR inhibitor, we performed invasion assays with BT549 cells treated with three doses of AT-0174 and StemRegenin, alone or in combination, and found that the two drugs together resulted in synergistic effects with a synergy score of 11.11 (Fig. 6E). To elucidate if IDO1 also mediates invasion, we used MDA-MB-231 cells, which express high endogenous IDO1 (Fig. 6F), and treated them with AT-0174, epacadostat, StemRegenin, or the combination. We found that AT-0174 and epacadostat significantly also reduced invasion (Fig. 6G). Collectively, these data show that the inhibition of TDO2/IDO1 decreased invasion through KYN-mediated activation of AhR.

**Figure 6:**
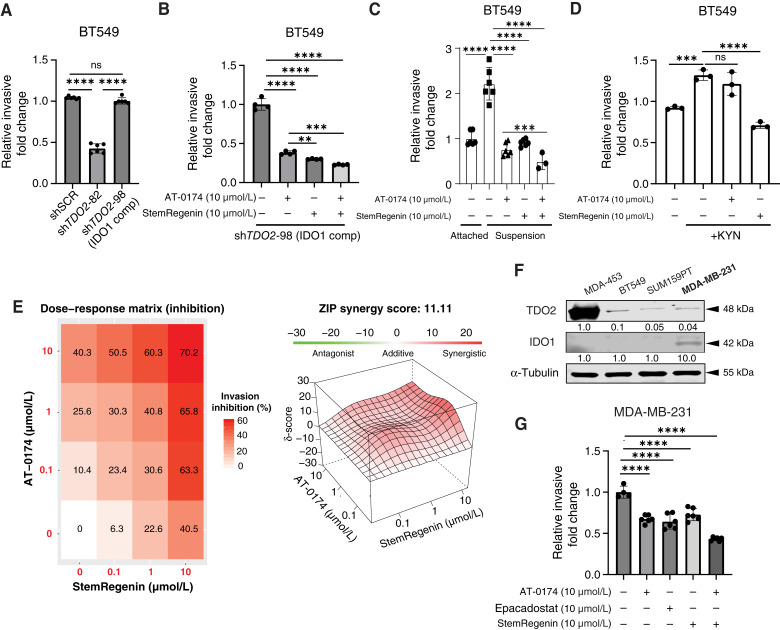
KD of *TDO2* reduces TNBC cell invasion except when IDO1 increases in a compensatory manner, and pharmacologic inhibition of TDO2/IDO1 reduces invasion and is synergistic with AhR inhibition. **A,** Invasion assay of scramble control (shSCR) or *TDO2*-KD (sh*TDO2*) BT549. **B,** Invasion assays following pretreatment and maintaining with 10 µmol/L AT-0174, 10 µmol/L AhR inhibitor StemRegenin, or combination on BT549 sh*TDO2*-98 (IDO1 comp) cells. **C,** BT549 cells under attached and suspension conditions were treated with 10 µmol/L of AT-0174 or StemRegenin. **D,** BT549 cells were treated with or without 10 µmol/L KYN in combination with 10 µmol/L AT-0174 and 10 µmol/L StemRegenin. **E,** Invasion inhibition (%) of BT549 cells treated with three doses (0.1, 1, and 10 µmol/L) of AT-0174, StemRegenin, or combination. Synergy score was calculated using SynergyFinder with the input of invasion inhibition. **F,** TDO2 and IDO1 protein expression in TNBC cell lines. **G,** MDA-MB-231 cells were treated with vehicle (DMSO) control, 10 µmol/L AT-0174, 10 µmol/L StemRegenin, 10 µmol/L epacadostat, or combination. All treatments were conducted for 48 hours, and the invasion through Cultrex was assayed by transwell for 24 hours. Invaded cells were stained with 0.5%/25% (v/v) crystal violet/methanol, dissolved in 10% acetic acid, and absorbance was measured. Data are displayed as mean ± SD with *t* test or one-way ANOVA analysis. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001.

### Blocking TDO2/IDO1 reduces mesenchymal genes in TNBC lines

To elucidate the effect of TDO2 on TNBC invasive capacity, we performed RNA-seq in BT549 cells under anchorage-independent culture conditions with or without AT-0174 treatment and in BT549 cells with *TDO2* shRNA or control shRNA. Comprehensive differential gene expression and GSEA results are listed in Supplementary Tables S4–S9. GSEA showed a decrease in TNFα-mediated NF-κB signal gene signatures with AT-0174 treatment, suggesting that the TDO2/IDO1 inhibitor may reduce NF-κB activation during anchorage independence. In the sh*TDO2*-82 cells (with no IDO1 compensation), TGFβ and KRAS signatures are decreased compared with the control shRNA cells. Both sh*TDO2*-82 and pharmacologic inhibition with AT-0174 positively enriched the mTOR signature, a known response to TRP accumulation (39), indicating that TRP catabolism was inhibited. Importantly, the hallmark of the EMT pathway, particularly mesenchymal genes, was decreased with AT-0174 and sh*TDO2*-82 (Fig. 7A and B). Conversely, BT549 sh*TDO2*-98 (IDO1 comp) cells did not show a decrease in the mesenchymal gene signature or mTOR signal (Fig. 7C), suggesting that IDO1 activity may regulate EMT. Although somewhat controversial, the mesenchymal phenotype is generally associated with cancer invasive capacity (40–42). To further examine epithelial and mesenchymal gene sets, we examined the mesenchyme-associated genes *N*-*cadherin*, *vimentin*, and *ZEB1*. These genes were significantly decreased in response to AT-0174 treatment (Fig. 7D) as in sh*TDO2*-82 cells (Fig. 7E). However, in sh*TDO2*-98 (IDO1 comp), *N*-*cadherin* and *vimentin* did not decrease (Fig. 7F and G). RNA-seq also showed that AT-0174 treatment or *TDO2* KD decreased matrix metalloproteases *MMP1* and *MMP2* (Fig. 7D and E), and these proteases are known to be involved in invasion through extracellular matrix remodeling. Taken together, our RNA-seq data suggests that inhibition of TDO2 reduces mesenchymal gene sets, but mesenchymal genes were not reduced in cells that exhibit a compensatory increase in IDO1.

**Figure 7:**
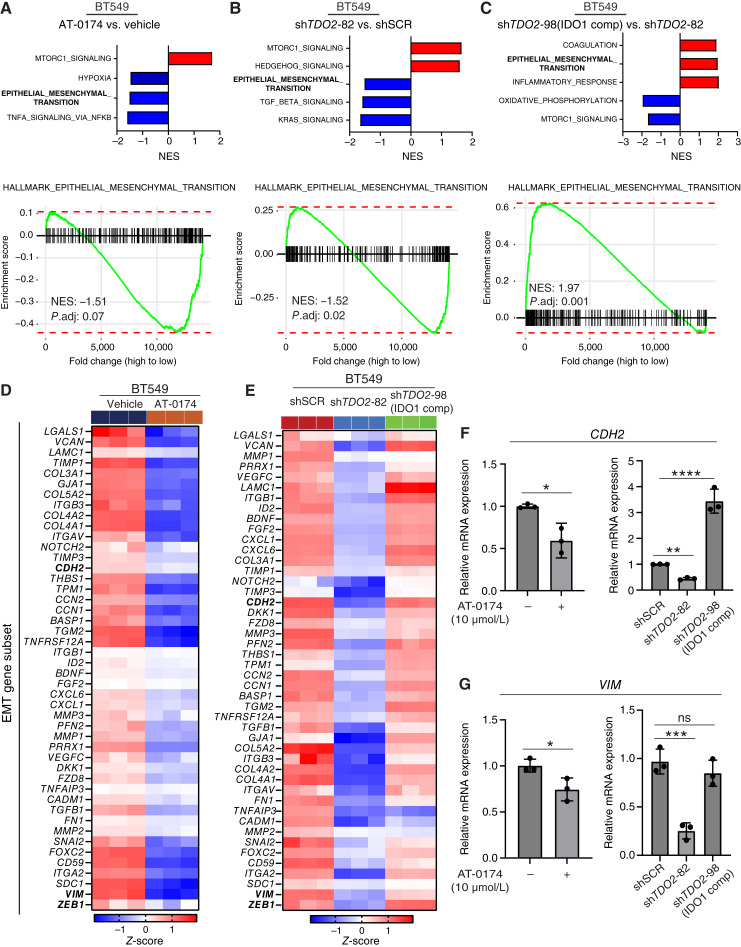
Pharmacologic inhibition of TDO2/IDO1 or *TDO2* KD reduces the EMT signature. **A–C,** GSEA was performed to analyze RNA-seq data from BT549 treated with AT-0174 or vehicle (AT-0174 vs. vehicle) for 48 hours, and BT549 with *TDO2* KD [sh*TDO2*-82 vs. shSCR and sh*TDO2*-98 (IDO1 comp) vs. sh*TDO2*-82], with biological triplicate for each condition. Significant pathways (*P* adj. < 0.05) with negative (blue) and positive (red) NES for the hallmark of EMT genes are shown. **D** and **E,** Heatmaps of the EMT gene subset from RNA-seq data with *z*-score-transformed CPM. **F** and **G,***VIM* and *CDH2* mRNA as by qPCR following AT-0174 treatment for 48 hours. Data are displayed as mean ± SD with *t* test or one-way ANOVA analysis. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001. *CDH2*, *N*-*cadherin*; CPM, counts per million; NES, normalized enrichment score; *VIM*, *vimentin*.

### Inhibition of TDO2 reduces invasion through ZEB1 in an AhR-dependent manner

Next, we explored the potential mechanism that inhibition of TDO2 decreases invasion. We focused on ZEB1 as we observed the decrease in ZEB1 expression in response to TDO2 inhibition by RNA-seq. ZEB1 drives the EMT by transcriptional suppression of the genes encoding the cell–cell adhesion molecule E-cadherin (43, 44), and it promotes invasion in many carcinomas (45–47). Importantly, the *ZEB1* promoter region contains predicted AhR-binding sites, and an AhR chromatin immunoprecipitation sequencing database (48) showed enrichment of AhR binding in the *ZEB1* transcript (Supplementary Fig. S9). Indeed, in the sh*TDO2*-82 BT549 cells, we found that both *ZEB1* mRNA and protein were significantly decreased but were not decreased in the sh*TDO2*-98 (IDO1 comp) cells (Fig. 8A; Supplementary Fig. S10A). IDO1 compensation restored *ZEB1* levels, possibly because of the increase in KYN (shown in Fig. 3B) and KYN-mediated AhR transcription of *ZEB1*. To elucidate if ZEB1 is driven by AhR, we knocked down AhR and found decreased ZEB1 (Fig. 8B). Also, AT-0174 and the AhR inhibitor StemRegenin 1, each significantly reduced ZEB1 mRNA and protein and the combination caused a further decrease in protein expression (Fig. 8C; Supplementary Fig. S10B). To address whether KYN-mediated AhR transcription drives ZEB1 expression, we used exogenous KYN and found that treatment with KYN increased ZEB1 in BT549 cells (Fig. 8D; Supplementary Fig. S10C), suggesting that KYN drives AhR transcription/translation to increase ZEB1 expression. To test if the TDO2/AhR signaling axis drives TNBC invasion through ZEB1, we transfected the ZEB1 overexpression vector in the TDO2-KD (sh*TDO2*) or AhR-KD (sh*AhR*) cells. ZEB1 OE restored the invasive capability under both conditions (Fig. 8E and F). These data demonstrate that TDO2/KYN/AhR drives TNBC invasion through ZEB1.

**Figure 8:**
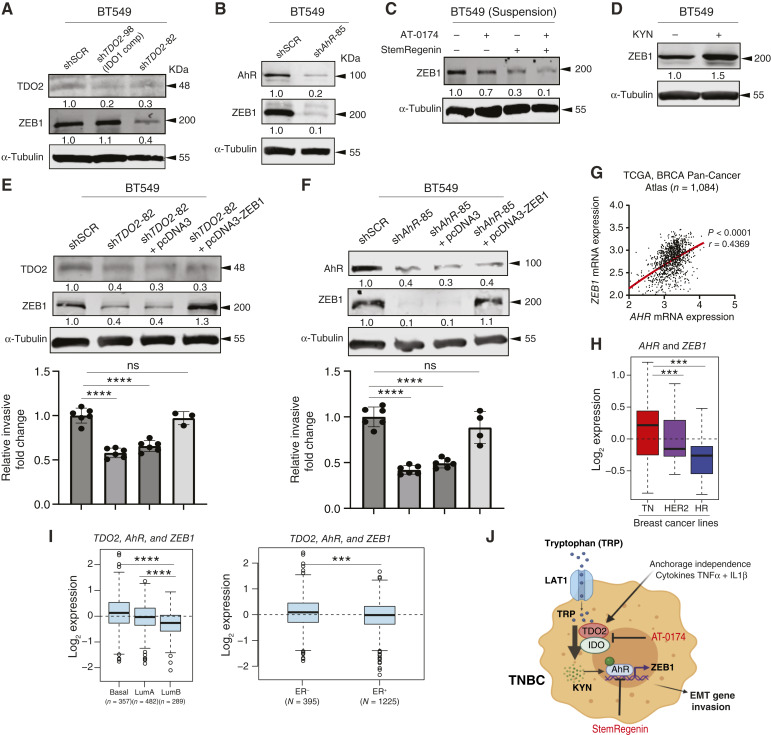
Inhibition TDO2 reduces invasion through AhR-mediated ZEB1 expression. ZEB1 protein expression in (**A**) BT549 with sh*TDO2* and (**B**) with sh*AhR* (**C**). BT549 cells cultured in suspension for 24 hours were treated with 10 µmol/L AT-0174 or 10 µmol/L StemRegenin for 48 hours. **D,** BT549 treated with 10 µmol/L KYN for 48 hours. **E** and **F,** Invasion assay for BT549 shSCR control and sh*TDO2*-82 or sh*AhR*-85 transfected with control pcDNA3.0 or pcDNA3.0-ZEB1 expression vector. **G,** Linear regression between *AhR a*nd *ZEB1* mRNA expression in TCGA Breast Cancer Atlas dataset with Pearson correlation analysis. **H,** Average *AhR* and Z*EB1* expression in TNBC and HER2-enriched and HR^+^ breast cancer cell lines (*n* = 51). **I,** Average expression of *TDO2*, *AhR*, and *ZEB1* from patients with basal-like and luminal A/B breast cancers. *TDO2*, *AhR*, and *ZEB1* average expression from patients stratified with ER^+/−^. The Gene expression-based Outcome for Breast cancer Online (GOBO) database and analyzed by one-way ANOVA or *t* test. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001. **J,** Schematic model showing TNBC with anchorage-independent conditions or inflammatory cytokine treatment can induce TDO2 and uptake TRP through LAT1, and dual inhibition of TDO2/IDO1 using AT-0174 or AhR inhibitor (StemRegenin) reduces invasion mediated by ZEB1. HR, hormone receptor; LAT1, L-type amino acid transporter 1; Lum, luminal; TCGA, The Cancer Genome Atlas.

### *TDO2*, *AhR*, and *ZEB1* are expressed in TNBC clinical datasets

The Cancer Genome Atlas dataset (Pan-Cancer Atlas) from patients with breast cancer showed a significant positive correlation between *AhR* and *ZEB1* (Fig. 8G). Moreover, the Gene expression-based Outcome for Breast cancer Online dataset (49) showed that TNBC cell lines expressed a higher average of *AhR* and *ZEB1* expression compared with that in hormone receptor–positive HER2^+^ breast cancer cell lines (Fig. 8H). Furthermore, the average of the expression of *TDO2*, *AhR*, and *ZEB1* genes is higher in basal-like breast cancer (TNBC) than that in luminal A/B [estrogen receptor–positive (ER^+^)] breast cancer and when generally comparing ER^−^ versus ER^+^ tumors (Fig. 8I). The individual gene expression in the dataset above is shown in Supplementary Fig. S11A–S11C. Thus, the TDO2/AhR/ZEB1 axis may serve as a therapeutic target in TNBC. Although primary breast cancer tumors were examined in these clinical datasets for expression levels of *TDO2*, *AhR*, and *ZEB1*, these genes may be expressed at even higher levels in circulating tumor cells (anchorage-independent condition).

## Discussion

In our prior study (8), we found that anchorage-independent survival led to an increase in L-type amino acid transporter 1 and an increase in TDO2 (8). 

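In the MDA-MB-453 libraries, *TDO2* (ENSG00000151790), on chromosome 4 of GRCh38 from 155854738 to 155920406, had 115 ± 3.15 CPM in attached cells and 167 ± 9.52 CPM in suspended cells with vehicle (SD, n = 3 each). This was a log2 fold change of 0.54 (standard error 0.042, adjusted p = 6.6e-06 from edgeR's test), or 1.46-fold. Each suspended library was above each attached one. Chance gives a full separation, in either direction, in 10% of splits of 3 against 3. With 1 library left out in turn, the log2 fold change stayed between 0.51 and 0.59. The adjusted p stayed between 2.77e-31 and 0.000115 across the 12 alternatives run for single genes. *IDO1* (ENSG00000131203, chromosome 8, 39902275 to 39928790) had at most 1 count in any library. Its level was not detectable at this depth. The upper limit that a count of 0 allows, 3 counts, corresponds to between 0.0625 and 0.0819 CPM of the library totals before TMM scaling. That limit covers counting error only. *IDO2* (ENSG00000188676) also had at most 1 count. *KMO* (ENSG00000117009, chromosome 1, 241532134 to 241595642) rose from 8.87 ± 0.351 to 11.6 ± 1.19 CPM (log2 fold change 0.39, standard error 0.082, adjusted p = 0.0062). *KYNU* (ENSG00000115919, chromosome 2, 142877657 to 143055833) had only 22 to 34 counts per library, and its values of 0.758 ± 0.102 CPM attached and 0.658 ± 0.118 CPM suspended did not differ past the threshold (log2 fold change −0.21, standard error 0.261, adjusted p = 0.62). *SLC7A5*, which encodes L-type amino acid transporter 1, rose from 76.3 ± 5.39 to 97.2 ± 4.19 CPM (log2 fold change 0.35, standard error 0.05, adjusted p = 0.00073).

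**Figure D2:**
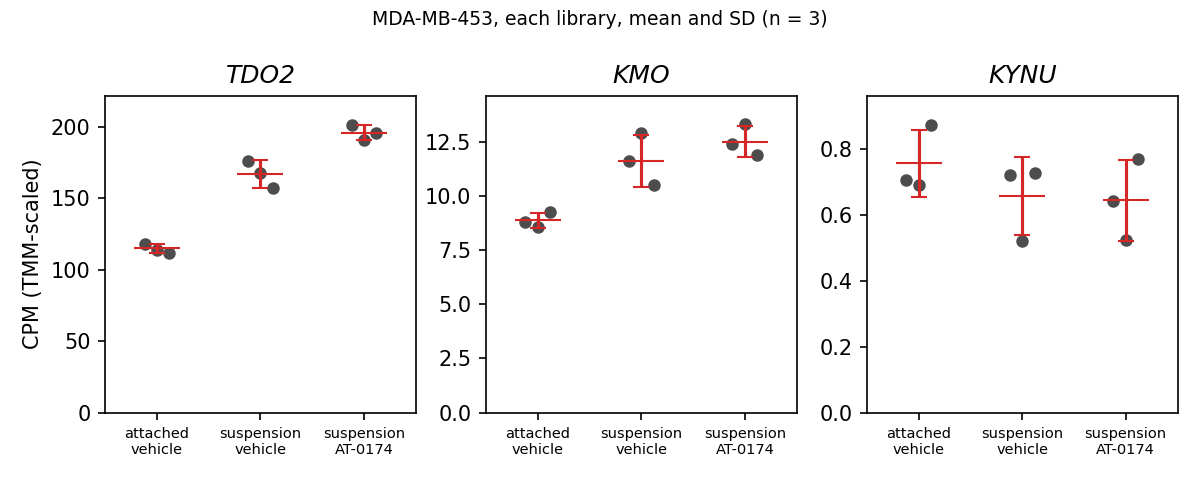
CPM of *TDO2*, *KMO* and *KYNU* in each MDA-MB-453 library of attached cells with vehicle, suspended cells with vehicle and suspended cells with AT-0174, with the mean and SD of 3 libraries in red. The suspended libraries with vehicle lie between 157 and 176 CPM for *TDO2* and the attached ones between 112 and 118 CPM.

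Of other genes that the paper mentions, *CDH2* was lower in suspension (log2 fold change −0.34, adjusted p = 0.0013). *STAT3*, *AHR*, *CYP1A1*, *CYP1B1*, *ZEB1*, *CDH1*, *S100A9* and *MMP2* did not differ past the threshold, with log2 fold changes between −0.61 and 0.37. Few counts limit *ZEB1* (11 to 27 per library, standard error 0.363), *S100A9* (9 to 30, 0.407) and *MMP2* (2 to 17, 0.564). *S100A8*, *CCL2*, *VIM*, *MMP1*, *IL6* and *CD274* had too few counts to be tested, at most 24 in any library. Of these, *CCL2* had 0.365 ± 0.241 CPM in attached cells (SD, n = 3) and 0 in each suspended library with vehicle.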

Here, we show that both anchorage independence and stimulation with inflammatory cytokines activate the NF-κB signaling cascade, leading to upregulation of TDO2 but not IDO1-mediated TRP catabolism. The IL6/STAT3 axis also increases TDO2, and consequent KYN production leads to the activation of AhR in response to inflammation in various types of cancer (11, 50). IHC and scRNA-seq solidified our previous observation that TNFα and IL1β increase *TDO2* mRNA and protein levels in a heterogeneous fashion, even within TNBC cell lines (8, 13).

Here, we find that IDO1 can be induced in the context of TDO2 suppression. In lung cancer cells, IDO1 KD led to an increase in TDO2 (32), suggesting that both enzymes can increase in a compensatory manner. Although the exact feedback mechanism underlying the ability of these two enzymes to sense and compensate for each other remains to be determined, these results emphasize the need for a dual inhibitor that targets both enzymes. Here, we tested one such inhibitor, AT-0174 (32).

Structurally, TDO2 and IDO1 are distinct but share similarities in the catalytic sites that process TRP (14, 51). Prior inhibitors tested in the clinic specifically targeted IDO1, to determine if inhibiting the production of KYN would enhance the activity of immune checkpoint blockade therapies such as anti–PD-L1/PD-1 (18, 52). The rationale for the combination therapy was due to secreted IFNγ from cytotoxic T cells driving expression of PD-L1/PD-1 and TDO2/IDO1 in cancer cells in an immunosuppressive feedback loop (53) because KYN binding to AhR inhibits the viability and function of cytotoxic T cells but expands regulatory T cells (54). However, phase III clinical trials (NCT02752074/ECHO-301/KEYNOTE-252) combining epacadostat (that specifically targets IDO) with pembrolizumab (anti–PD-1) in advanced melanoma resulted in no significant improvement in patient outcomes (55, 56). It is possible that the tumors in these epacadostat trials were more dependent on TDO2 than IDO1 or that TDO2 activity/dependency increased in the face of targeting IDO1, leading to an inefficient reduction of KYN production. Our recent study in ovarian cancer demonstrated that TDO2/IDO1 targeting alone attenuates PD-L1 expression (13). The TDO2 inhibitor 680C91 has been used in preclinical studies (14, 57) but is not practical *in vivo* given its poor pharmacokinetic properties. Here, the dual TDO2/IDO1 inhibitor AT-0174 blocks TRP catabolism in TNBC cells dependent on TDO2, in cells that acquire compensatory IDO1, and in the MDA-MB-231 cells that express more IDO1.

We previously reported that *TDO2* is targeted by microRNA-200c, which is lost in TNBC, permitting TDO2 expression (38). Significantly, the loss or silencing of miR-200c in TNBC facilitates EMT because members of the miRNA-200 family directly target and suppress *ZEB1* and many other mesenchymal and neuronal (non-epithelial) genes (58, 59). In this study, we find that both dual TDO2/IDO1 inhibition and inhibition of AhR significantly reduce ZEB1. Importantly, TDO2 KD or the dual TDO2/IDO1 inhibitor reduced TNBC invasive capacity by reducing levels of ZEB1 transcript and protein. In cells in which IDO1 increases in a compensatory manner (upon TDO2 KD), invasive capacity was restored, indicating that both enzymes mediate TNBC invasion, likely through KYN-mediated activation of AhR, as AhR inhibition also decreased invasion and exogenous KYN increased invasion.

In summary, here, we demonstrate that both inflammatory cytokines and anchorage-independent survival upregulate TDO2 expression and activity in TNBC cells and that TDO2 inhibition can lead to IDO1 compensation. Thus, dual inhibition of both enzymes is necessary to block TRP conversion to KYN in TNBC effectively. The TDO2/IDO1 dual inhibitor AT-0174, which can be orally administered and is in a phase I clinical trial (ACTRN12623000956606), blocked TRP catabolism and inhibited KYN/AhR-mediated TNBC invasive capacity. We have also tested this inhibitor in ovarian cancer preclinical models and observed that AT-0174 enhanced the antitumor effects of chemotherapy (13). As the present study was limited to in depth *in vitro* analyses of TRP catabolism via the KYN pathway in TNBC, we are currently designing *in vivo* studies to test the effects of dual TDO2/IDO1 inhibition on both primary TNBC and metastasis and ways to analyze direct effects versus effects on the immune system in immune-competent models. *In vivo* modeling will also determine if dual TDO2/IDO1 inhibition influences primary tumor growth or whether its utility as an adjuvant therapy will reduce the risk of recurrence as a metastatic disease.

## Supplementary Material

Supplementary Table S1 shRNA used in this study.

Supplementary Table S2 qPCR primers used in this study

Supplementary Table S3 Differential gene expressions of scRNA-seq for MDA-MB-453 treated with IL1β+TNFα vs. Vehicle

Supplementary Table S4 Significant GSEA of Bulk RNA-seq for BT549 (under suspension condition) treated with AT-0174 vs. Vehicle

Supplementary Table S5 Differential gene expression list of Bulk RNA-seq for BT549 (under suspension condition) treated with AT-0174 vs. Vehicle

Supplementary Table S6 Significant GSEA full list of Bulk RNA-seq for BT549 shTDO2-82 vs. shSCR control

Supplementary Table S7 Differential gene expression list of Bulk RNA-seq for BT549 shTDO2-82 vs. shSCR Control

Supplementary Table S8 Significant GSEA full list of Bulk RNA-seq for BT549 shTDO2-98 (IDO1 comp) vs. shTDO2-82

Supplementary Table S9 Differential gene expression list of Bulk RNA-seq for BT549 shTDO2-98 (IDO1 comp) vs. shTDO2-82

Supplementary Table S10 Gene co-expression with TDO2 list of single-cell RNA-seq for MDA-MB-453 treated with Vehicle

Supplementary Figure S1 Gene enrichment set analysis (GSEA) for MDA-MB-453 forced suspension culture vs. attached culture.

Supplementary Figure S2 Increased tryptophan catabolism and accumulation of kynurenine and other downstream catabolites.

Supplementary Figure S3 Tryptophan catabolism to kynurenine was enhanced in cells surviving in the anchorage independent condition over time.

Supplementary Figure S4 Compound AT-0174 decreased secreted KYN in TDO2 overexpression (OE) cells.

Supplementary Figure S5 AT-0174 significantly decreased extracellular tryptophan catabolites produced by MDA-MBA-453 cells.

Supplementary Figure S6 Pharmacologic inhibition or genetic knockdown of TDO2 reduces TNBC anchorage independent growth.

Supplementary Figure S7 AT-0174 reduced invasion in TDO2 OE cells.

Supplementary Figure S8 Treatment of AT-0174, epacadostat or StemRegenin reduces invasion in SUM159PT cells.

Supplementary Figure S9 The AhR ChIP seq dataset shows high enrichments at the promoter region of ZEB1 transcript.

Supplementary Figure S10 Genetic knockdown or pharmacological inhibition of TDO2 or AhR decreased ZEB1 mRNA expression but increased while IDO1 compensated; KYN treatment increased ZEB1 expression.

Supplementary Figure S11 AhR, ZEB1 and TDO2 expression in clinical breast cancer database.

# Supplementary material for: Blocking Tryptophan Catabolism Reduces Triple-Negative Breast Cancer Invasive Capacity
**Source:** Cancer Res Commun. 2024 Oct 16;4(10):2699–713. doi: 10.1158/2767-9764.CRC-24-0272
**Supplement:** Supplementary Table S2 — qPCR primers used in this study

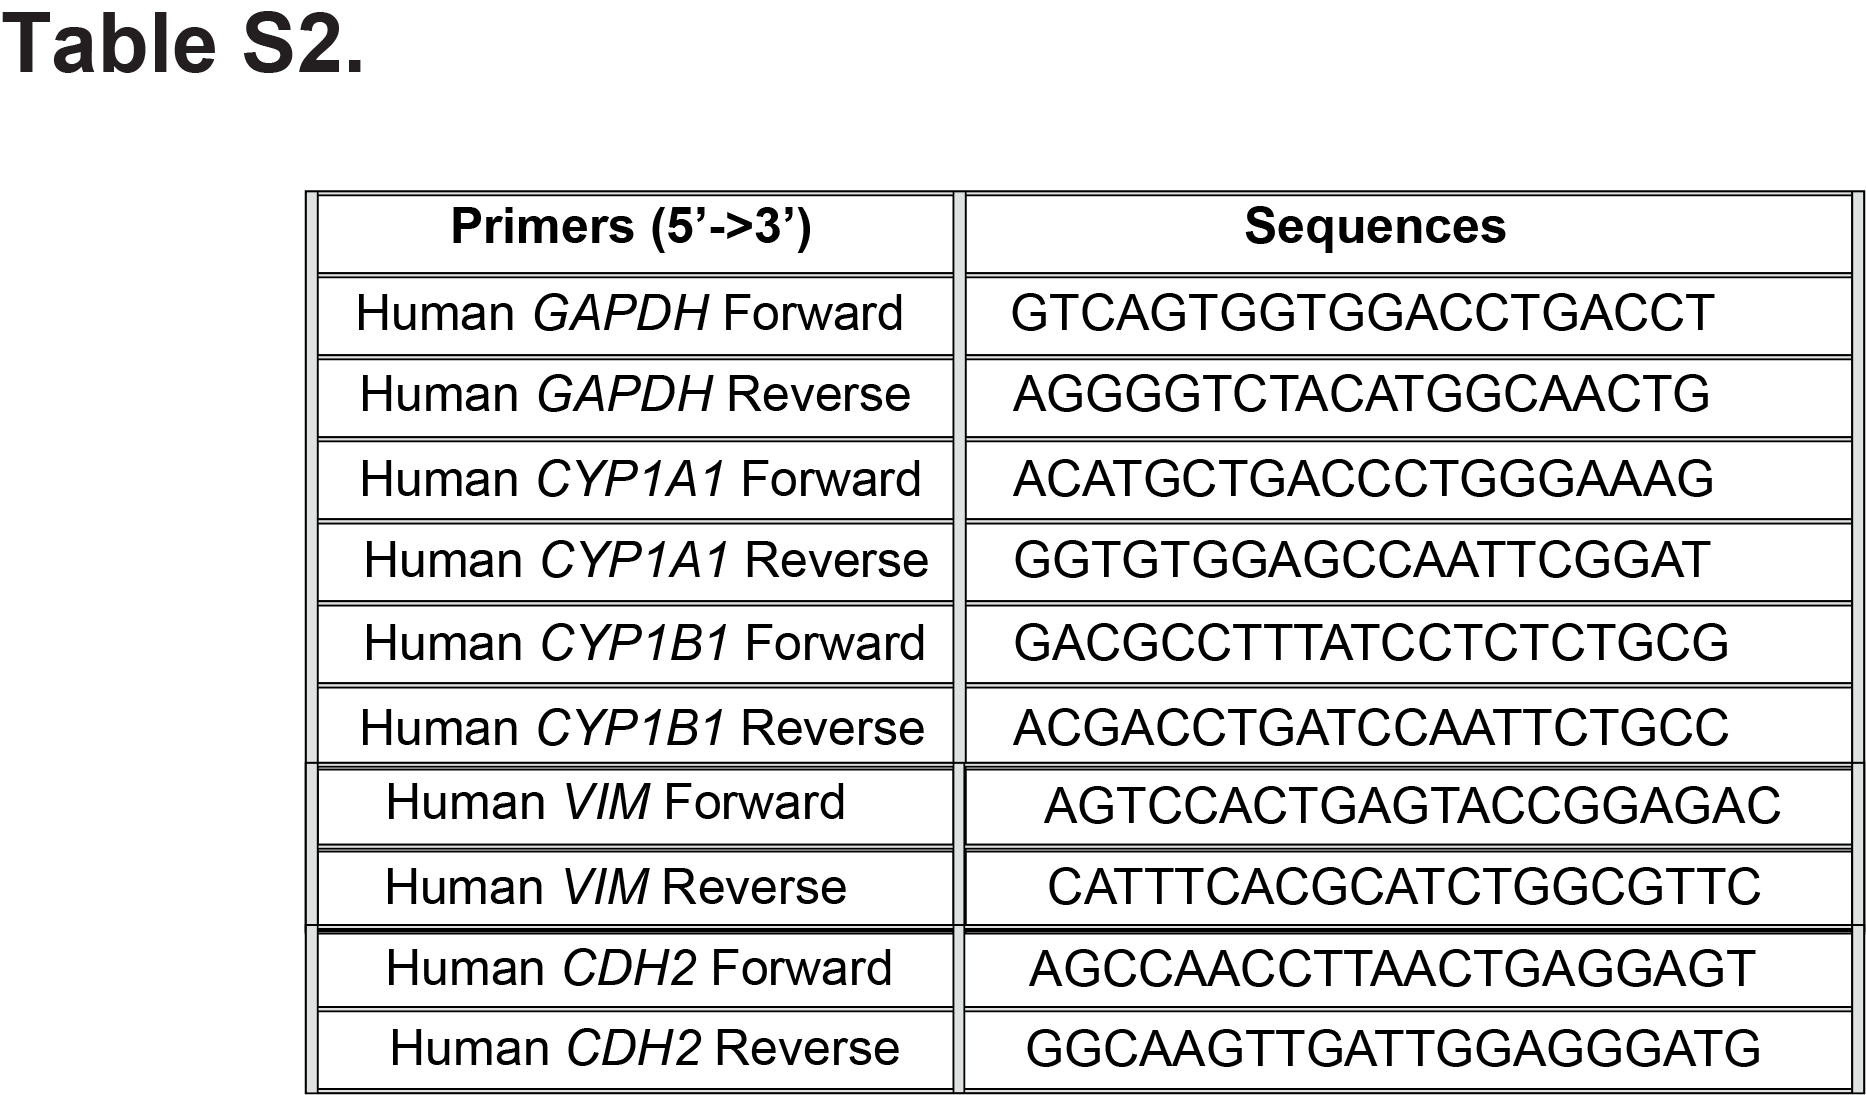

**Supplementary Table S2. qPCR primers used in this study.** The primers for corresponding genes were listed.

# Supplementary material for: Blocking Tryptophan Catabolism Reduces Triple-Negative Breast Cancer Invasive Capacity
**Source:** Cancer Res Commun. 2024 Oct 16;4(10):2699–713. doi: 10.1158/2767-9764.CRC-24-0272
**Supplement:** Supplementary Figure S1 — Gene enrichment set analysis (GSEA) for MDA-MB-453 forced suspension culture vs. attached culture.

**Supplementary Figures and Tables**

**
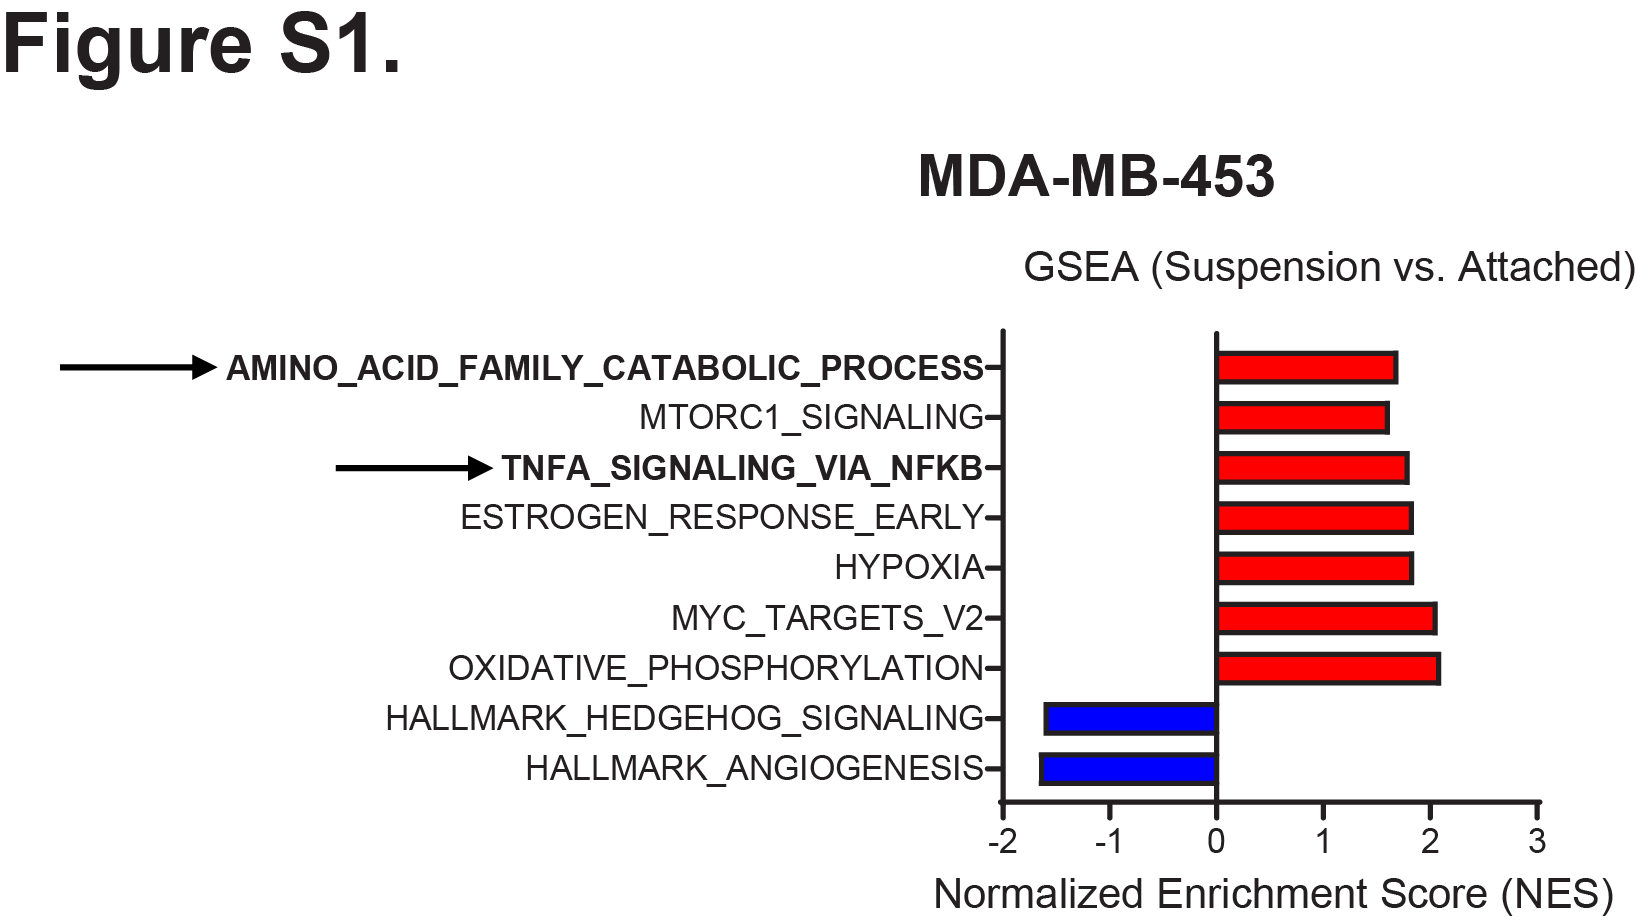
**

**Supplementary Figure S1. Gene enrichment set analysis (GSEA) for MDA-MB-453 forced suspension culture vs. attached culture.** MDA-MB-453 cells were cultured in suspension and regular attached conditions. RNA was collected at 48 hours and subjected to RNA-seq. The GSEA was performed, and top positive and negative enrichment pathways were listed in comparing forced suspension culture with attached culture.

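Other hand-written lists on the themes of Supplementary Fig. S1 were ranked in the same way. The list for oxidative phosphorylation had an NES of 1.96 (adjusted p = 0.00997), and its unadjusted p of 0.000665 is the smallest that the permutations can give. Of its 137 genes, 121 had a higher value in suspension, led by *ATP5F1B*, *NDUFB4*, *SLC25A5*, *CYC1* and *TIMM8B*. Their median log2 fold change was 0.11. The NES was 1.79 for MYC targets (adjusted p = 0.0345; led by *MYC*, *HK2*, *DUSP2*, *WDR43* and *DCTPP1*). For hypoxia it was 1.71 (adjusted p = 0.0247; led by *FOS*, *B4GALNT2*, *SLC2A1*, *BHLHE40* and *CDKN1A*). For the early estrogen response it was 1.56 (adjusted p = 0.0345). Angiogenesis had a negative NES of −1.64 (adjusted p = 0.0456), led by *SLCO2A1*, *NRP1*, *JAG1*, *TIMP1* and *FGFR1*. These calls depended on the fit and changed when 1 library was left out, which also let more genes through the filter on low counts. All 5 lists passed in limma-voom (adjusted p between 0.00545 and 0.0293), ranked by the signed test statistic (between 0.000504 and 0.00253) and with at least 10 counts in every library (between 0.00393 and 0.0142). With DESeq2, none of these 5 lists passed the threshold (adjusted p between 0.101 and 0.113), and with counts rebuilt from TPM, MYC targets (adjusted p = 0.0983), the early estrogen response and angiogenesis (adjusted p = 0.0707 for both) did not. Without attached replicate 3, again none passed, and the adjusted p of oxidative phosphorylation was then 0.0586. With 1 library left out, MYC targets passed only without suspended vehicle replicate 3 (adjusted p = 0.0384), the early estrogen response only without suspended vehicle replicate 2 (adjusted p = 0.0471), and hypoxia only without suspended vehicle replicate 1 (adjusted p = 0.0235) or 2 (adjusted p = 0.0119). The angiogenesis list failed it in each of the 6 fits that left out 1 library, with an NES between −1.73 and −1.58. With no filter on low counts, only oxidative phosphorylation passed (adjusted p = 0.0113), and the NES of hypoxia turned negative (−0.621). The lists that did not pass were mTORC1 signaling (NES 1.45, adjusted p = 0.0803; led by *SLC7A11*, *XBP1*, *SLC2A1*, *BHLHE40* and *HK2*), hedgehog signaling (NES −1.40, adjusted p = 0.107; led by *NRP1*, *LDB1*, *PML*, *AMOT* and *VEGFA*) and the epithelial–mesenchymal transition (NES −1.38, adjusted p = 0.0917; led by *COL12A1*, *LAMC1*, *TNFRSF12A*, *IGFBP2* and *TIMP1*). Of the lists on other themes, AHR targets (NES 1.54, adjusted p = 0.102) were led by *SLC7A5*, *TIPARP*, *ALDH3A1*, *CYP1A2* and *NFE2L2*. Their NES ran from −1.09 to 1.82 with 1 library left out and was negative in 1 of the 6 fits. ATF4 targets (NES 1.32, adjusted p = 0.173) were led by *SLC7A11*, *GDF15*, *SLC7A5*, *SLC7A1* and *TRIB3*. Cholesterol biosynthesis (NES 0.545, adjusted p = 0.986) and cell cycle (NES 1.02, adjusted p = 0.464) did not pass either. Of 13 alternatives to the score, mTORC1 signaling passed in 3 and cholesterol biosynthesis in none. The epithelial–mesenchymal transition, AHR targets and ATF4 targets passed in 2 each, and hedgehog signaling and cell cycle in 1 each. Fry called 13 of the 15 lists, all but cholesterol biosynthesis and cell cycle. Camera with the preset correlation called all 5 lists that passed above (adjusted p between 7.05e-11 and 0.00253). Of the lists named here as not passing, it also called mTORC1 signaling (adjusted p = 1.51e-07), hedgehog signaling (0.0407), ATF4 targets (0.000101) and cell cycle (0.0282). With an estimated correlation between genes, camera called only angiogenesis and ATF4 targets of the 15 lists (adjusted p = 0.0379 for both).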

# Supplementary material for: Blocking Tryptophan Catabolism Reduces Triple-Negative Breast Cancer Invasive Capacity
**Source:** Cancer Res Commun. 2024 Oct 16;4(10):2699–713. doi: 10.1158/2767-9764.CRC-24-0272
**Supplement:** Supplementary Figure S2 — Increased tryptophan catabolism and accumulation of kynurenine and other downstream catabolites.

**
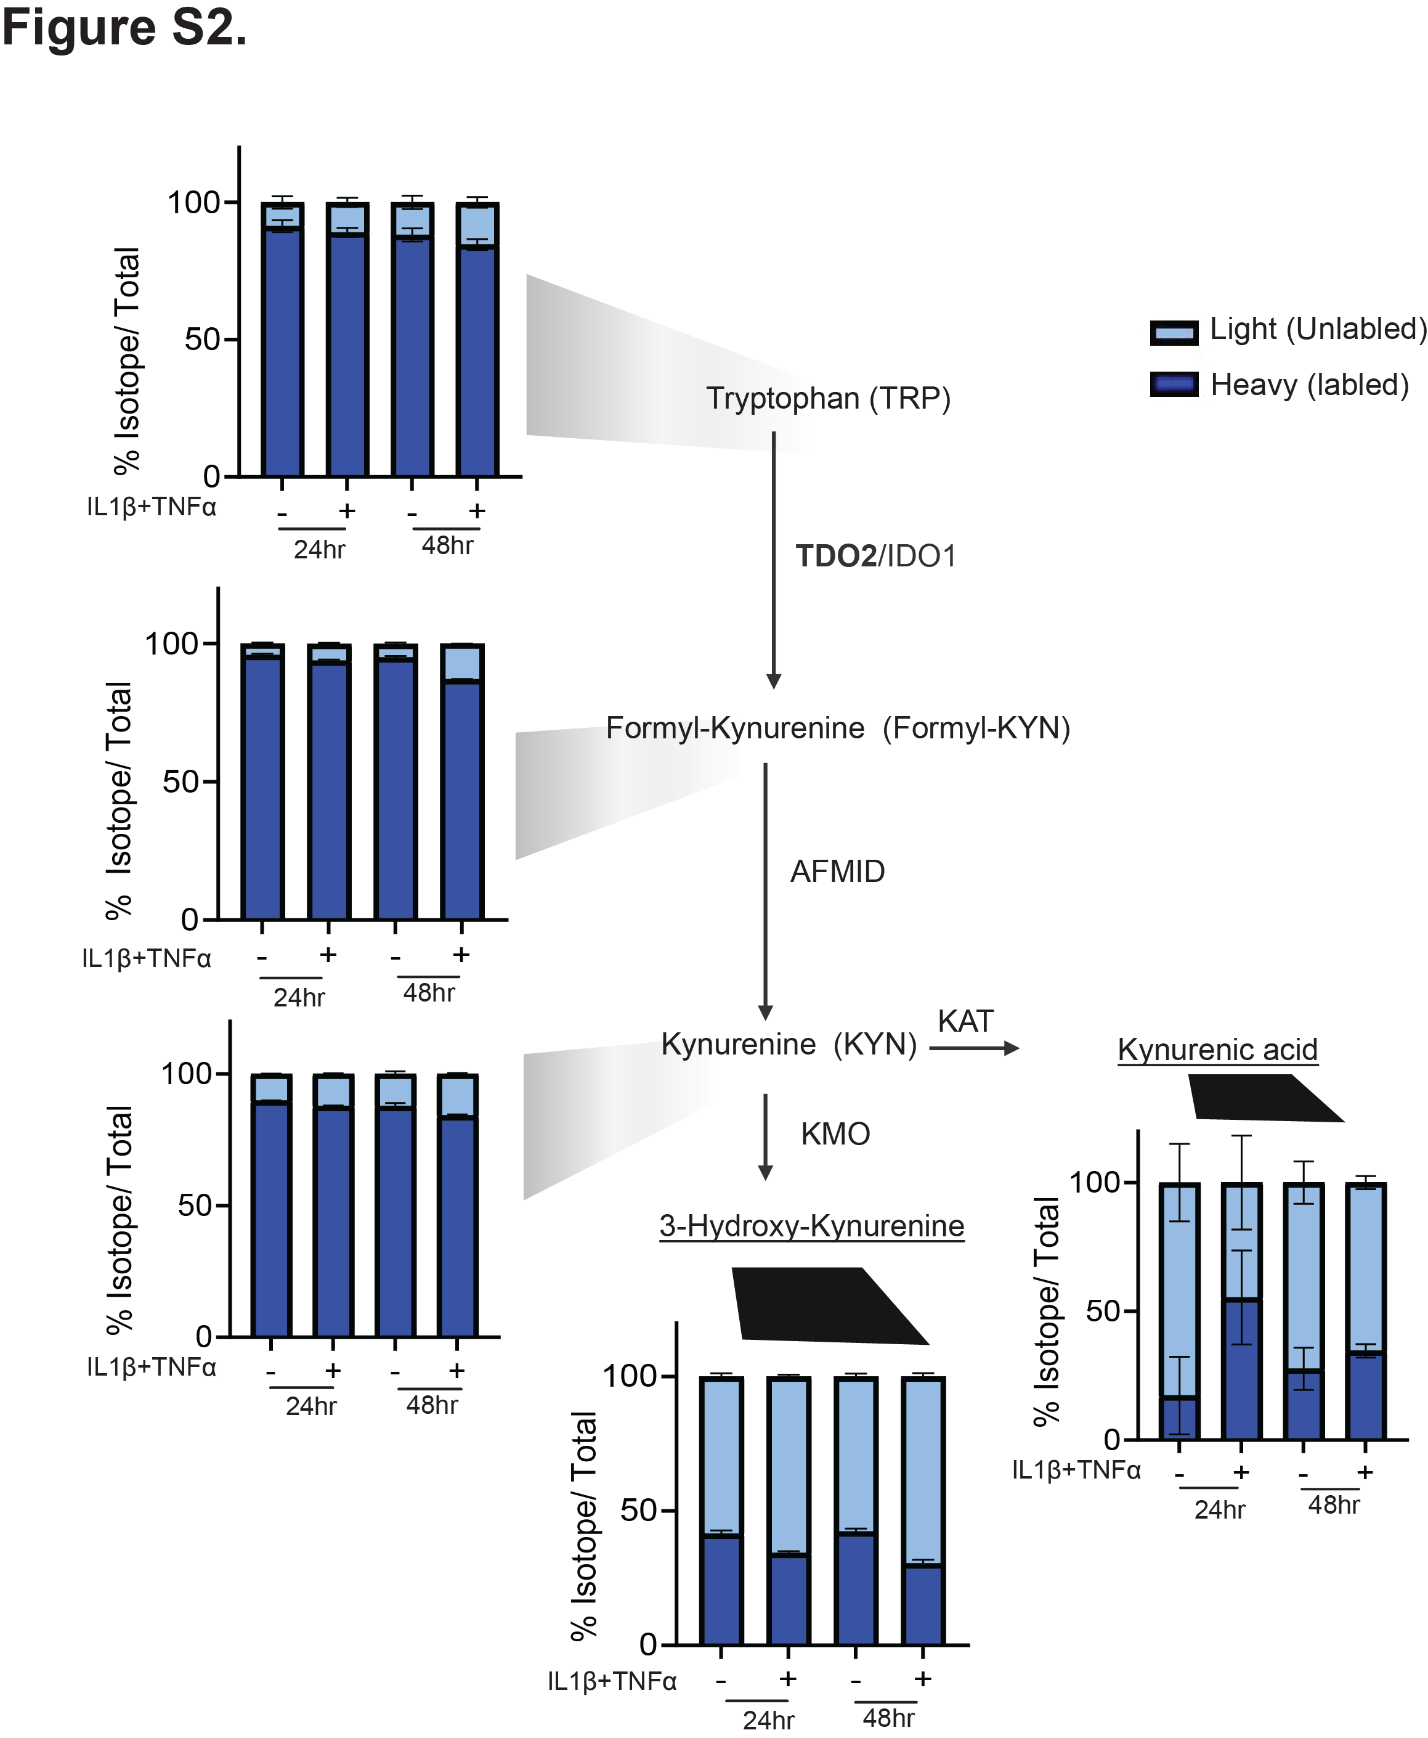
**

**Supplementary Figure S2. Increased tryptophan catabolism and accumulation of kynurenine and other downstream catabolites**. The data was identical to Figure 2 but presented with %^13^C_11_ labeled isotope/ Total (labeled+ unlabeled) corresponding metabolites. Labeled (heavy, dark blue) or unlabeled (light, light blue) intracellular metabolites: Tryptophan (TRP), Formyl-Kynurenine (Formyl-KYN), Kynurenine (KYN), 3-Hydro-Kynurenine and Kynurenic acid were shown in %. Biological replicates were conducted in each condition, and data displayed as Mean± SEM.

# Supplementary material for: Blocking Tryptophan Catabolism Reduces Triple-Negative Breast Cancer Invasive Capacity
**Source:** Cancer Res Commun. 2024 Oct 16;4(10):2699–713. doi: 10.1158/2767-9764.CRC-24-0272
**Supplement:** Supplementary Figure S3 — Tryptophan catabolism to kynurenine was enhanced in cells surviving in the anchorage independent condition over time.

**
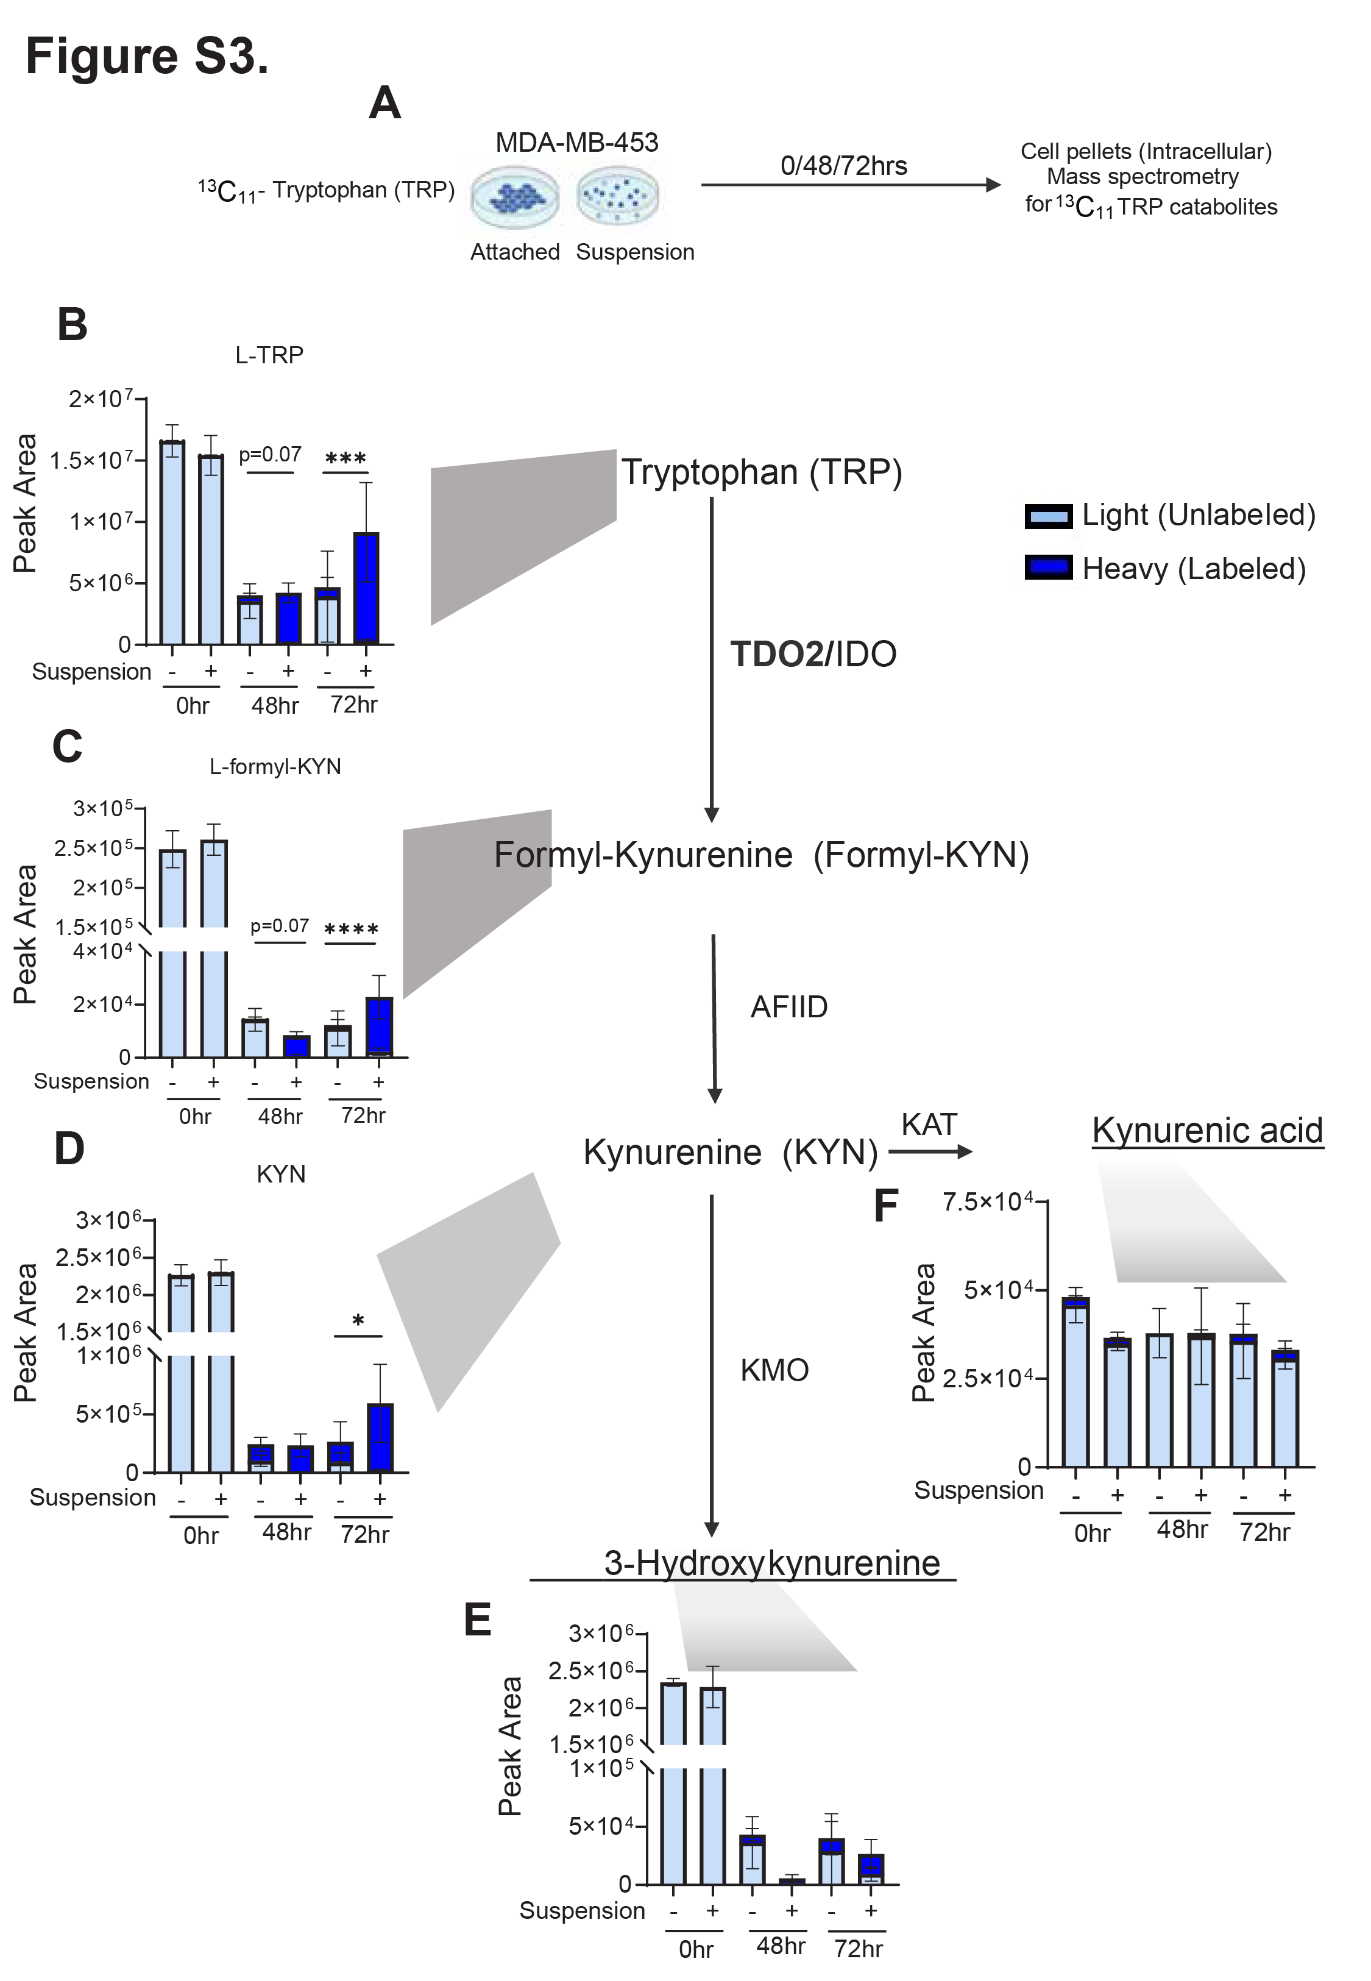
**

**Supplementary Figure S3.** **Tryptophan catabolism to kynurenine was enhanced in cells surviving in the anchorage independent condition over time.**  A. MDA-MB-453 were cultured in attached and suspension condition for 0hr, 48hrs or 72hrs, and cell pellets were subjected to mass spectrum to measure intracellular ^13^C_11_ labeled tryptophan catabolites. B, Tryptophan (TRP); C, Formyl-Kynurenine (Formyl-KYN); D, Kynurenine (KYN); E, 3-Hydro-Kynurenine; F, Kynurenic acid. The fractions were shown in the peak area. The biological replicates were conducted in each group, and the data displayed Mean± SEM with Two-way ANOVA analysis *: p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

# Supplementary material for: Blocking Tryptophan Catabolism Reduces Triple-Negative Breast Cancer Invasive Capacity
**Source:** Cancer Res Commun. 2024 Oct 16;4(10):2699–713. doi: 10.1158/2767-9764.CRC-24-0272
**Supplement:** Supplementary Figure S4 — Compound AT-0174 decreased secreted KYN in TDO2 overexpression (OE) cells.

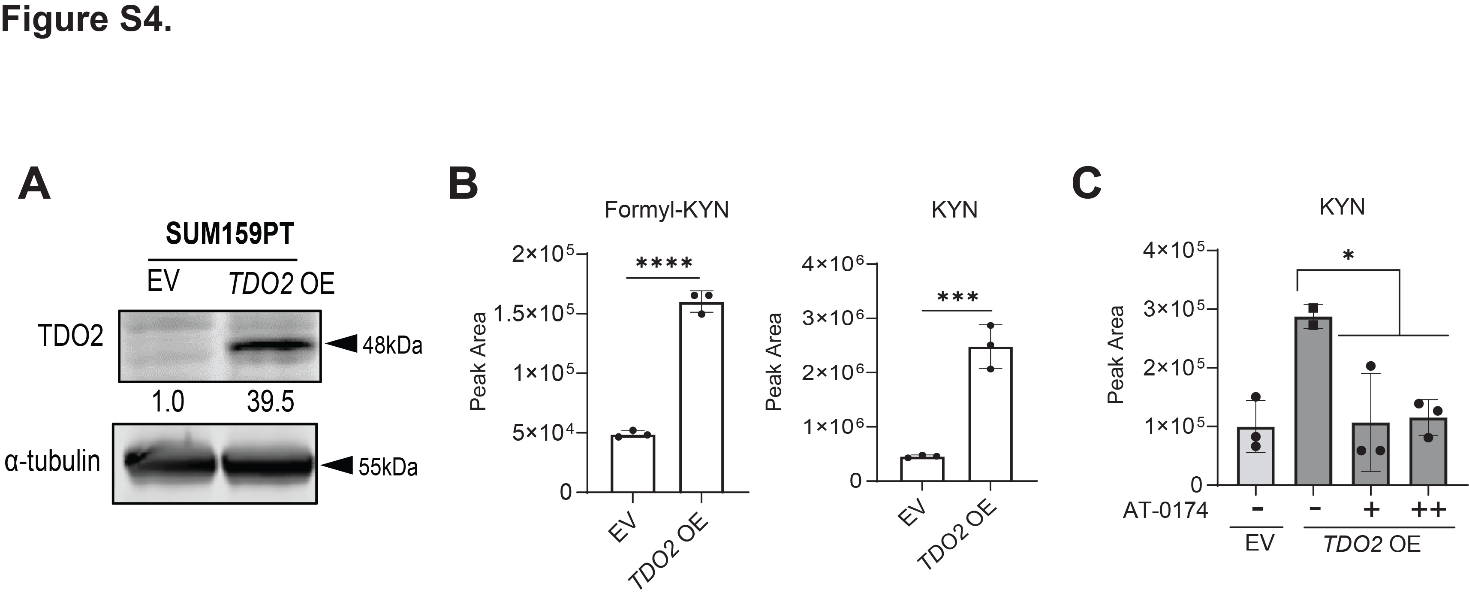

**Supplementary Figure S4. Compound AT-0174 decreased secreted KYN in *TDO2* overexpression (OE) cells.** A. immunoblot for SUM159PT *TDO2* OE and empty vector (EV) control cells. B. Mass spectrometry measurement of secreted formyl- kynurenine and kynurenine (KYN) for condition media from SUM159PT *TDO2* OE/EV. C. SUM159PT *TDO2* OE/EV treated with/ without 1μM (+), 10μM (++) of AT-0174 for 48 hours. Mean± SEM with t-test or One-way ANOVA analysis *: p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

# Supplementary material for: Blocking Tryptophan Catabolism Reduces Triple-Negative Breast Cancer Invasive Capacity
**Source:** Cancer Res Commun. 2024 Oct 16;4(10):2699–713. doi: 10.1158/2767-9764.CRC-24-0272
**Supplement:** Supplementary Figure S5 — AT-0174 significantly decreased extracellular tryptophan catabolites produced by MDA-MBA-453 cells.

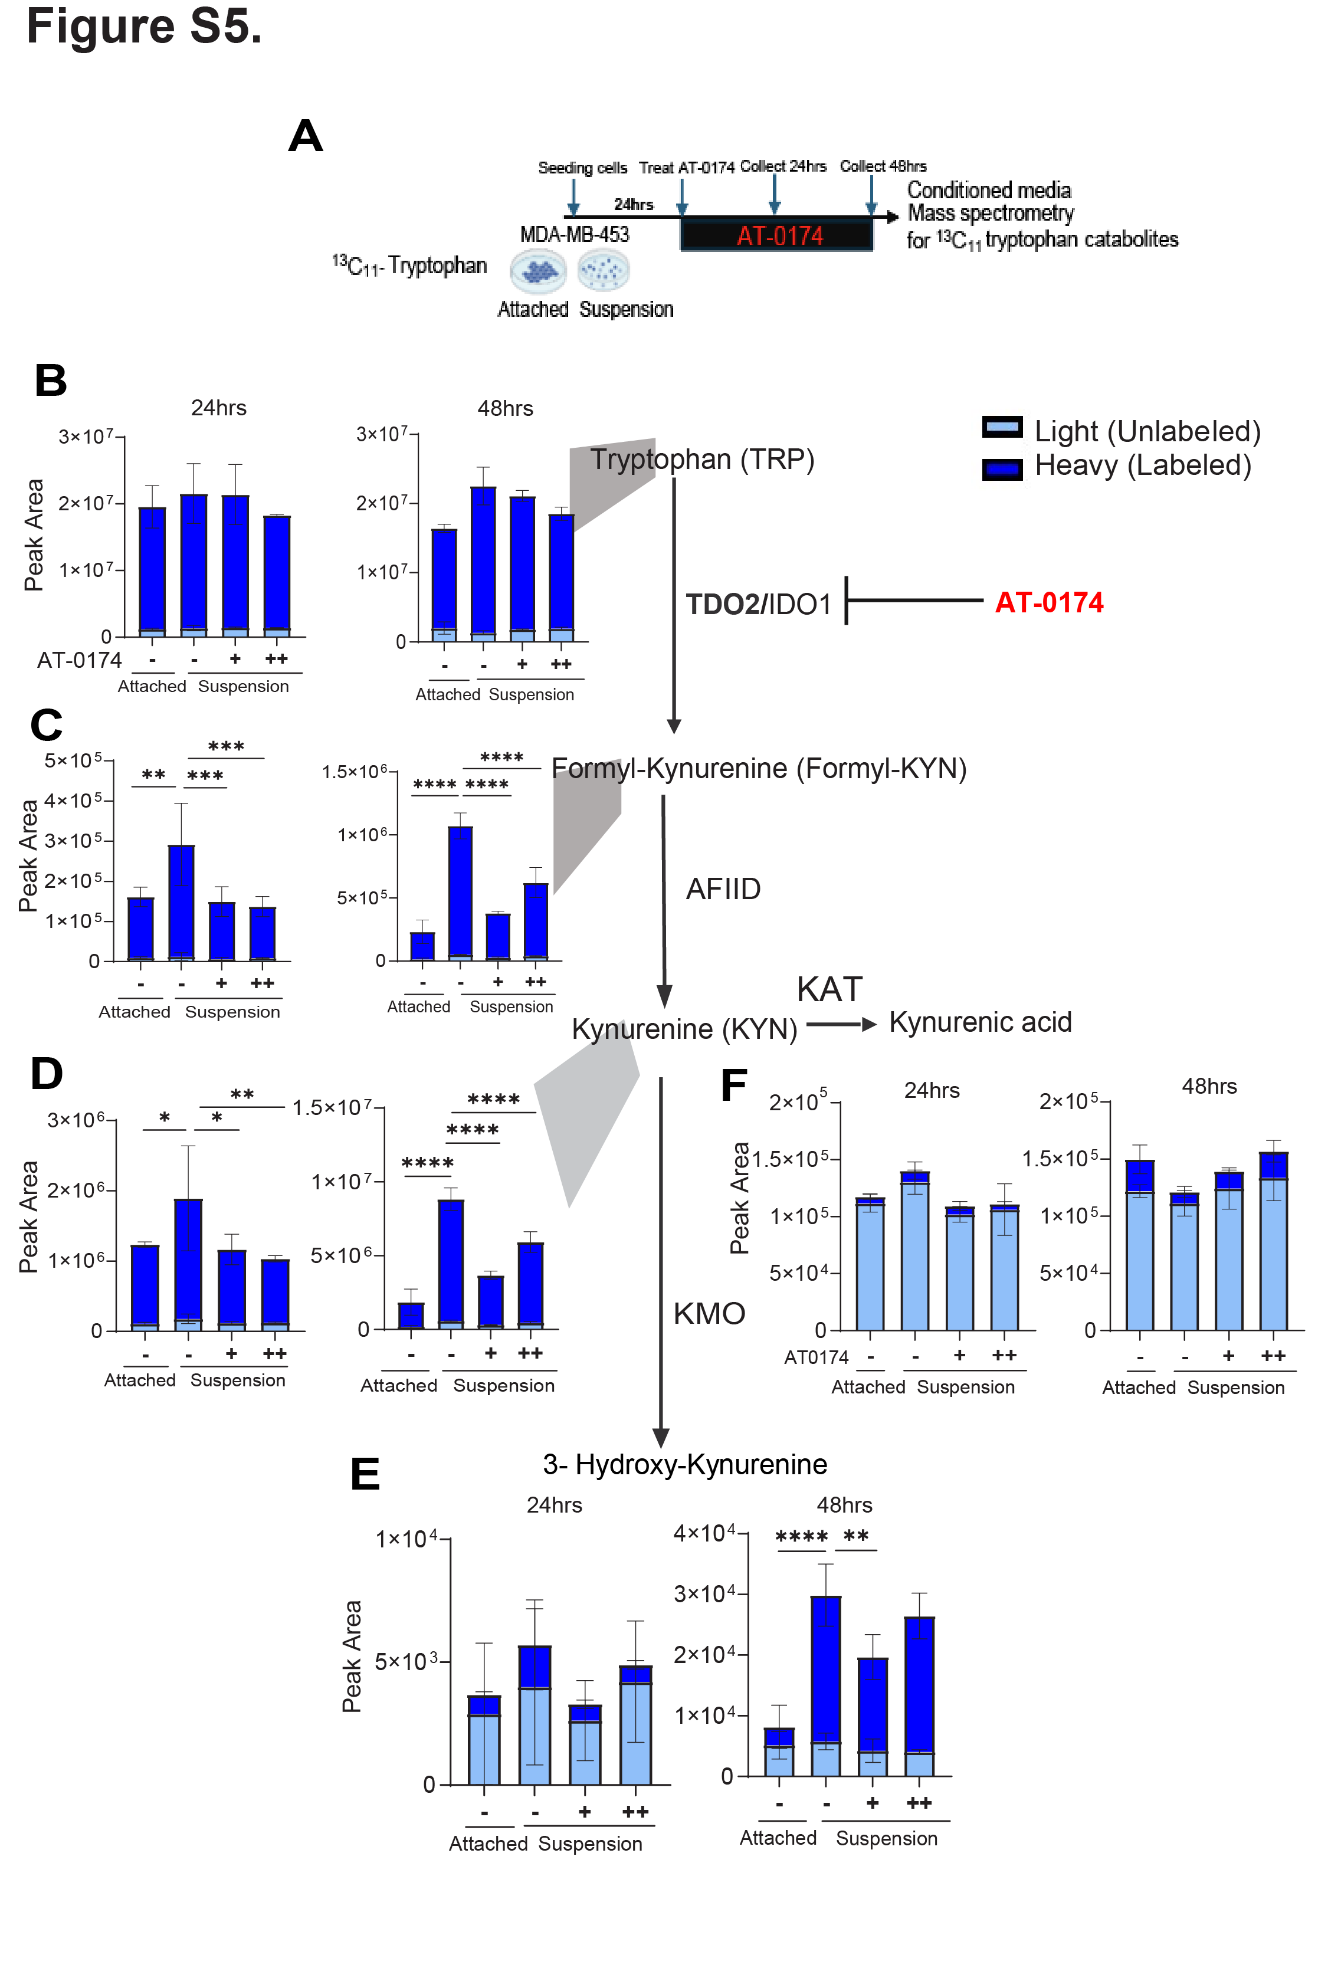

**Supplementary Figure S5. AT-0174 significantly decreased extracellular tryptophan catabolites produced by MDA-MBA-453 cells.**A. Schematic of the study design: cells in attached versus forced suspension culture were incubated in media with (^13^C_11_) labeled tryptophan (TRP) for 24 hours then cells were treated with vehicle control (DMSO) or 1μM (“+”) or 10μM AT0174 (“++”) for 24 or 48 hour. Conditioned media was analyzed by mass spectrometry. B.^13^C_11_-labeled TRP and downstream catabolites, C. Formyl-Kynurenine (Formyl-KYN), D. Kynurenine (KYN), E. 3-Hydro-Kynurenine and F. Kynurenic acid were measured in media and fractions represented as peak area. Biological replicates (n=3) were conducted in each group, and the data displayed as Mean ± SEM with 2-way ANOVA analysis * p<0.05, **p<0.01, **p<0.001, ****p<0.0001.

# Supplementary material for: Blocking Tryptophan Catabolism Reduces Triple-Negative Breast Cancer Invasive Capacity
**Source:** Cancer Res Commun. 2024 Oct 16;4(10):2699–713. doi: 10.1158/2767-9764.CRC-24-0272
**Supplement:** Supplementary Figure S6 — Pharmacologic inhibition or genetic knockdown of TDO2 reduces TNBC anchorage independent growth.

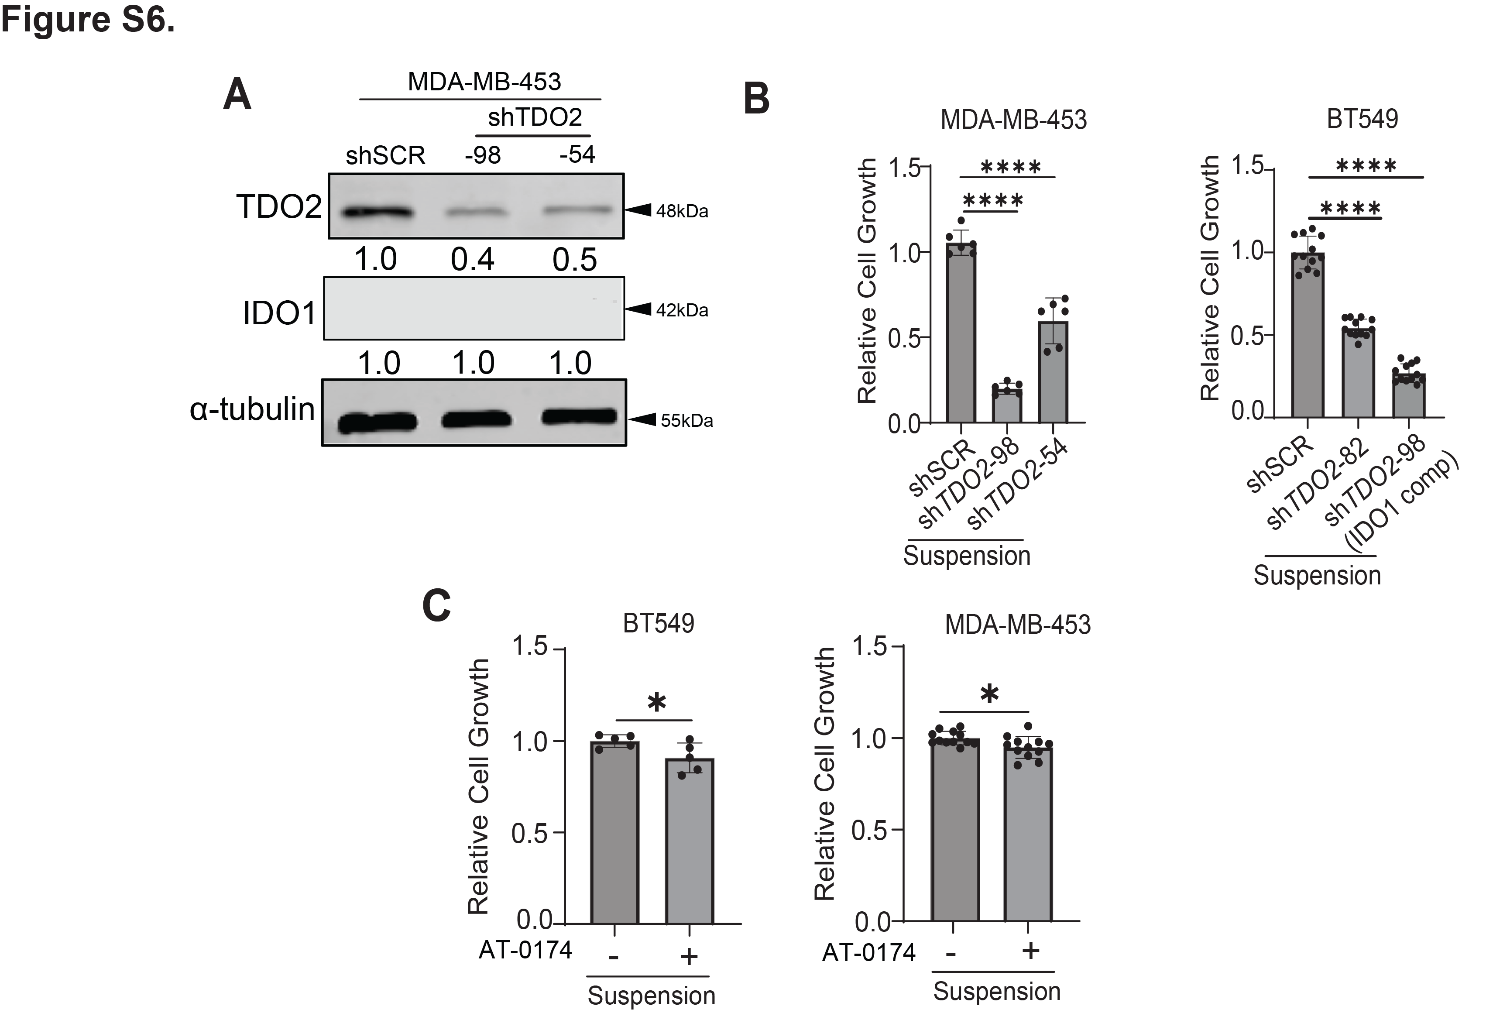

**Supplementary Figure S6.** **Pharmacologic inhibition or genetic knockdown of TDO2 reduces TNBC anchorage independent growth.** A. Immunoblot for stable scrambled control (shSCR) and *TDO2* knockdown (sh*TDO2*) in MDA-MB-453. B. BT549 and MDA-MB-453 with shSCR or sh*TDO2* were cultured in suspension condition. C. BT549, MDA-MB-453 were cultured in suspension condition following 10μM AT-0174 treatment. The cell proliferation was measured on Day 7 by using Celltiter Glo. Mean± SD with One-way ANOVA or t-test analysis *: p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

# Supplementary material for: Blocking Tryptophan Catabolism Reduces Triple-Negative Breast Cancer Invasive Capacity
**Source:** Cancer Res Commun. 2024 Oct 16;4(10):2699–713. doi: 10.1158/2767-9764.CRC-24-0272
**Supplement:** Supplementary Figure S7 — AT-0174 reduced invasion in TDO2 OE cells.

**
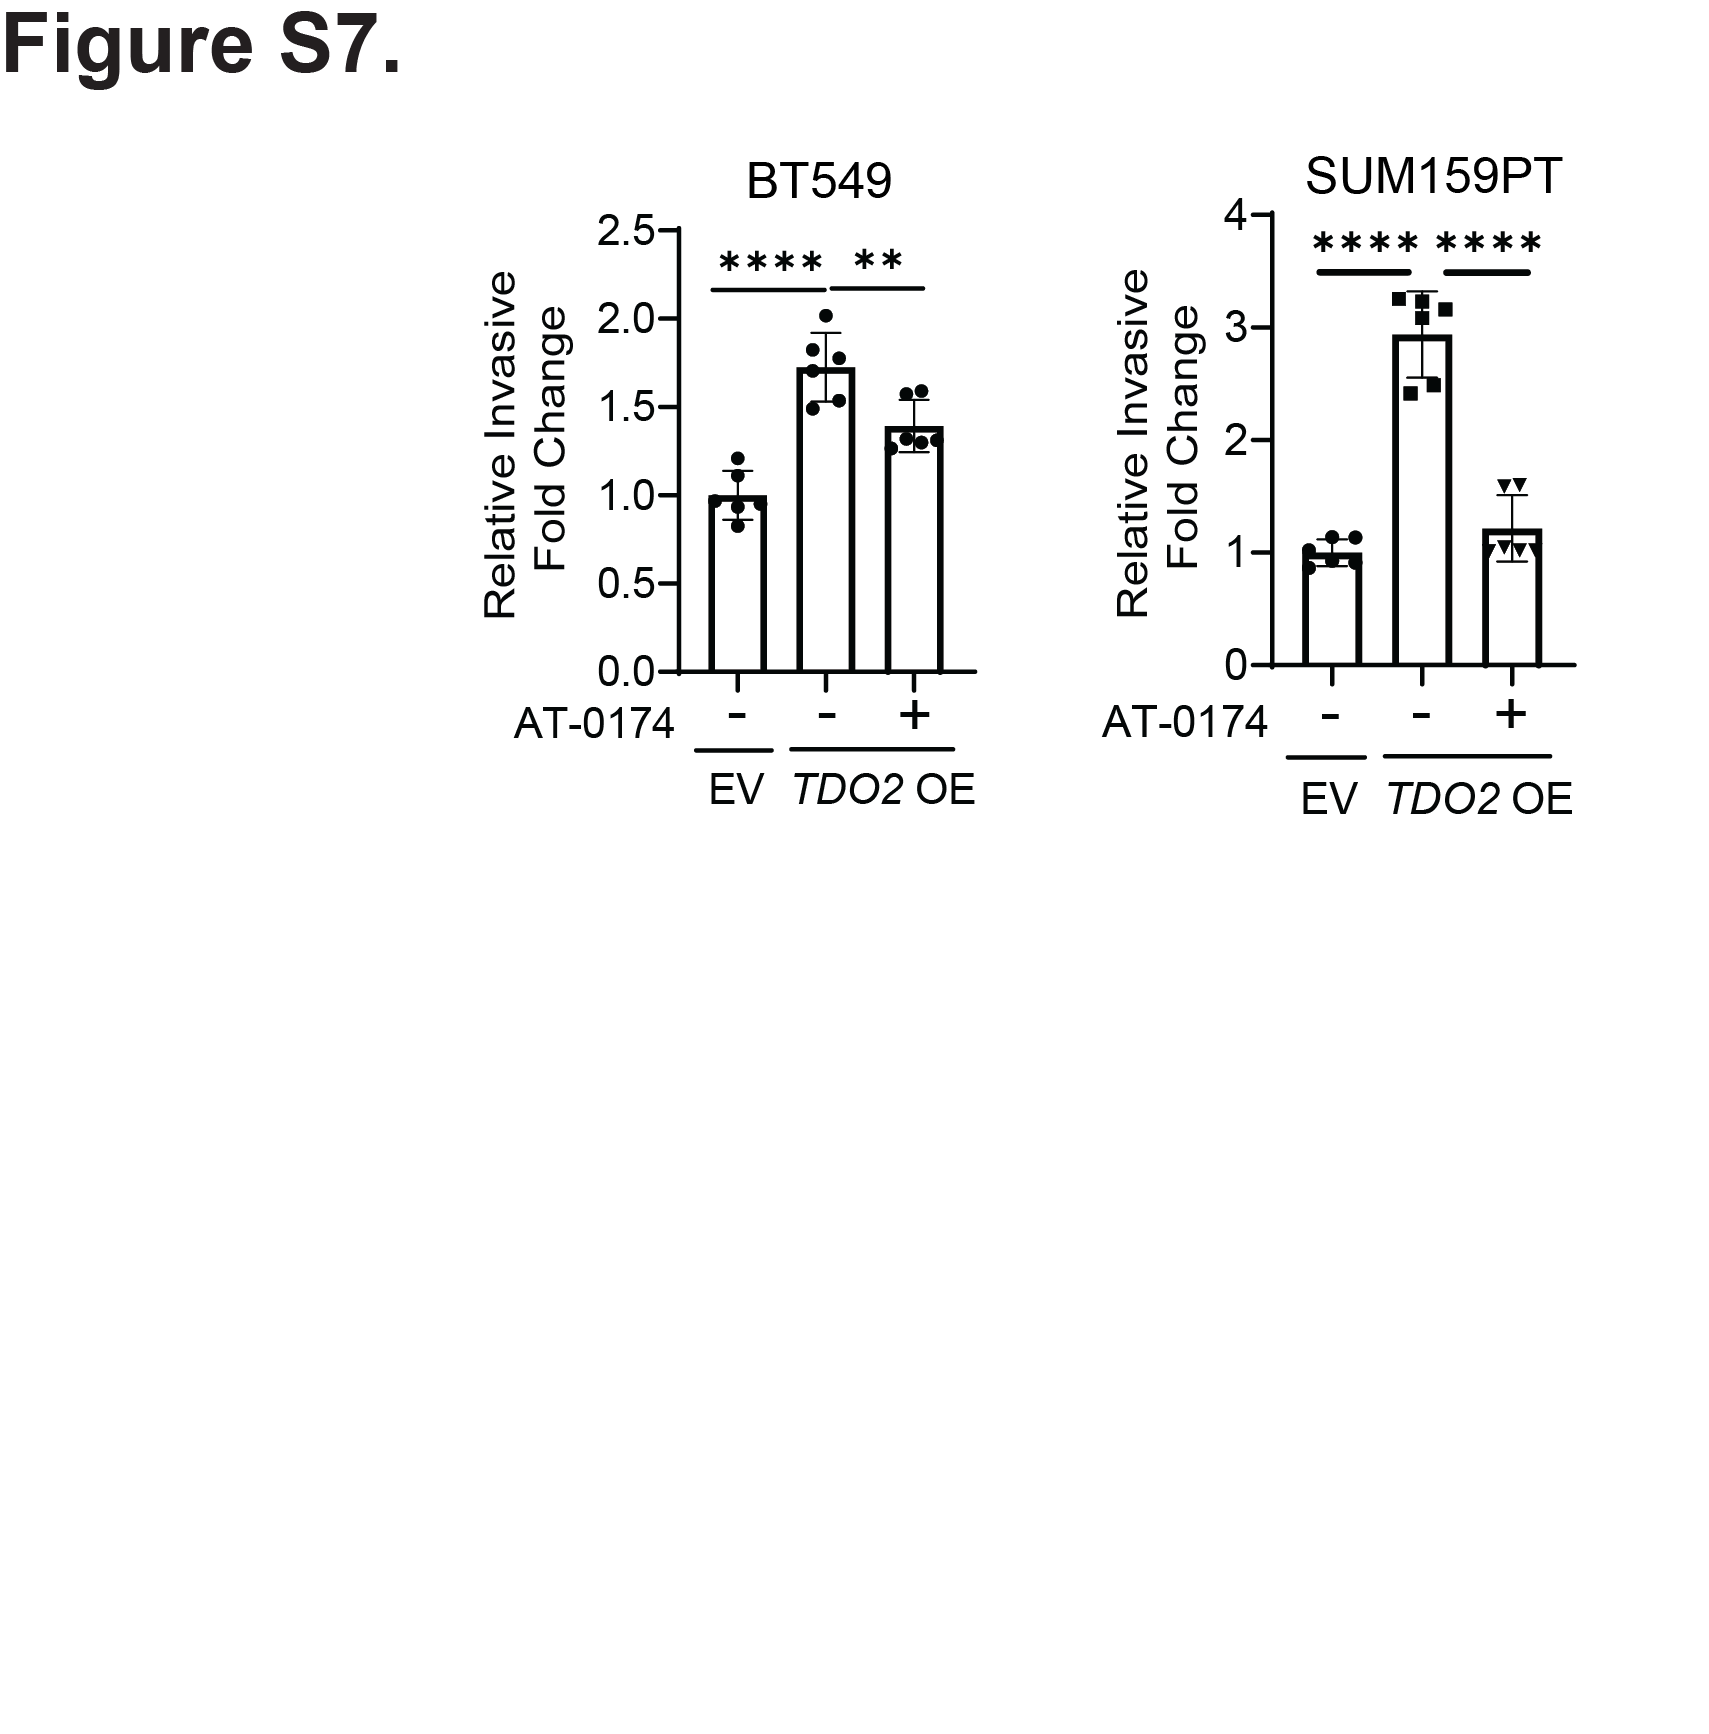
**

**Supplementary Figure S7. AT-0174 reduced invasion in *TDO2* OE cells.** A. Invasion of BT549 and SUM159PT with TDO2 overexpression (*TDO2* OE) treated with 10μM AT-0174 and empty vector (EV) control. Transwell invasion through Cultrex was assayed for 24 hours, invaded cells were stained with 0.5%/25% (v/v) crystal violets/methanol and dissolved in 10% acetic acid. Absorbance was read at the wavelength of 570nm. Mean± SD with One-way ANOVA analysis *: p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

# Supplementary material for: Blocking Tryptophan Catabolism Reduces Triple-Negative Breast Cancer Invasive Capacity
**Source:** Cancer Res Commun. 2024 Oct 16;4(10):2699–713. doi: 10.1158/2767-9764.CRC-24-0272
**Supplement:** Supplementary Figure S8 — Treatment of AT-0174, epacadostat or StemRegenin reduces invasion in SUM159PT cells.

**
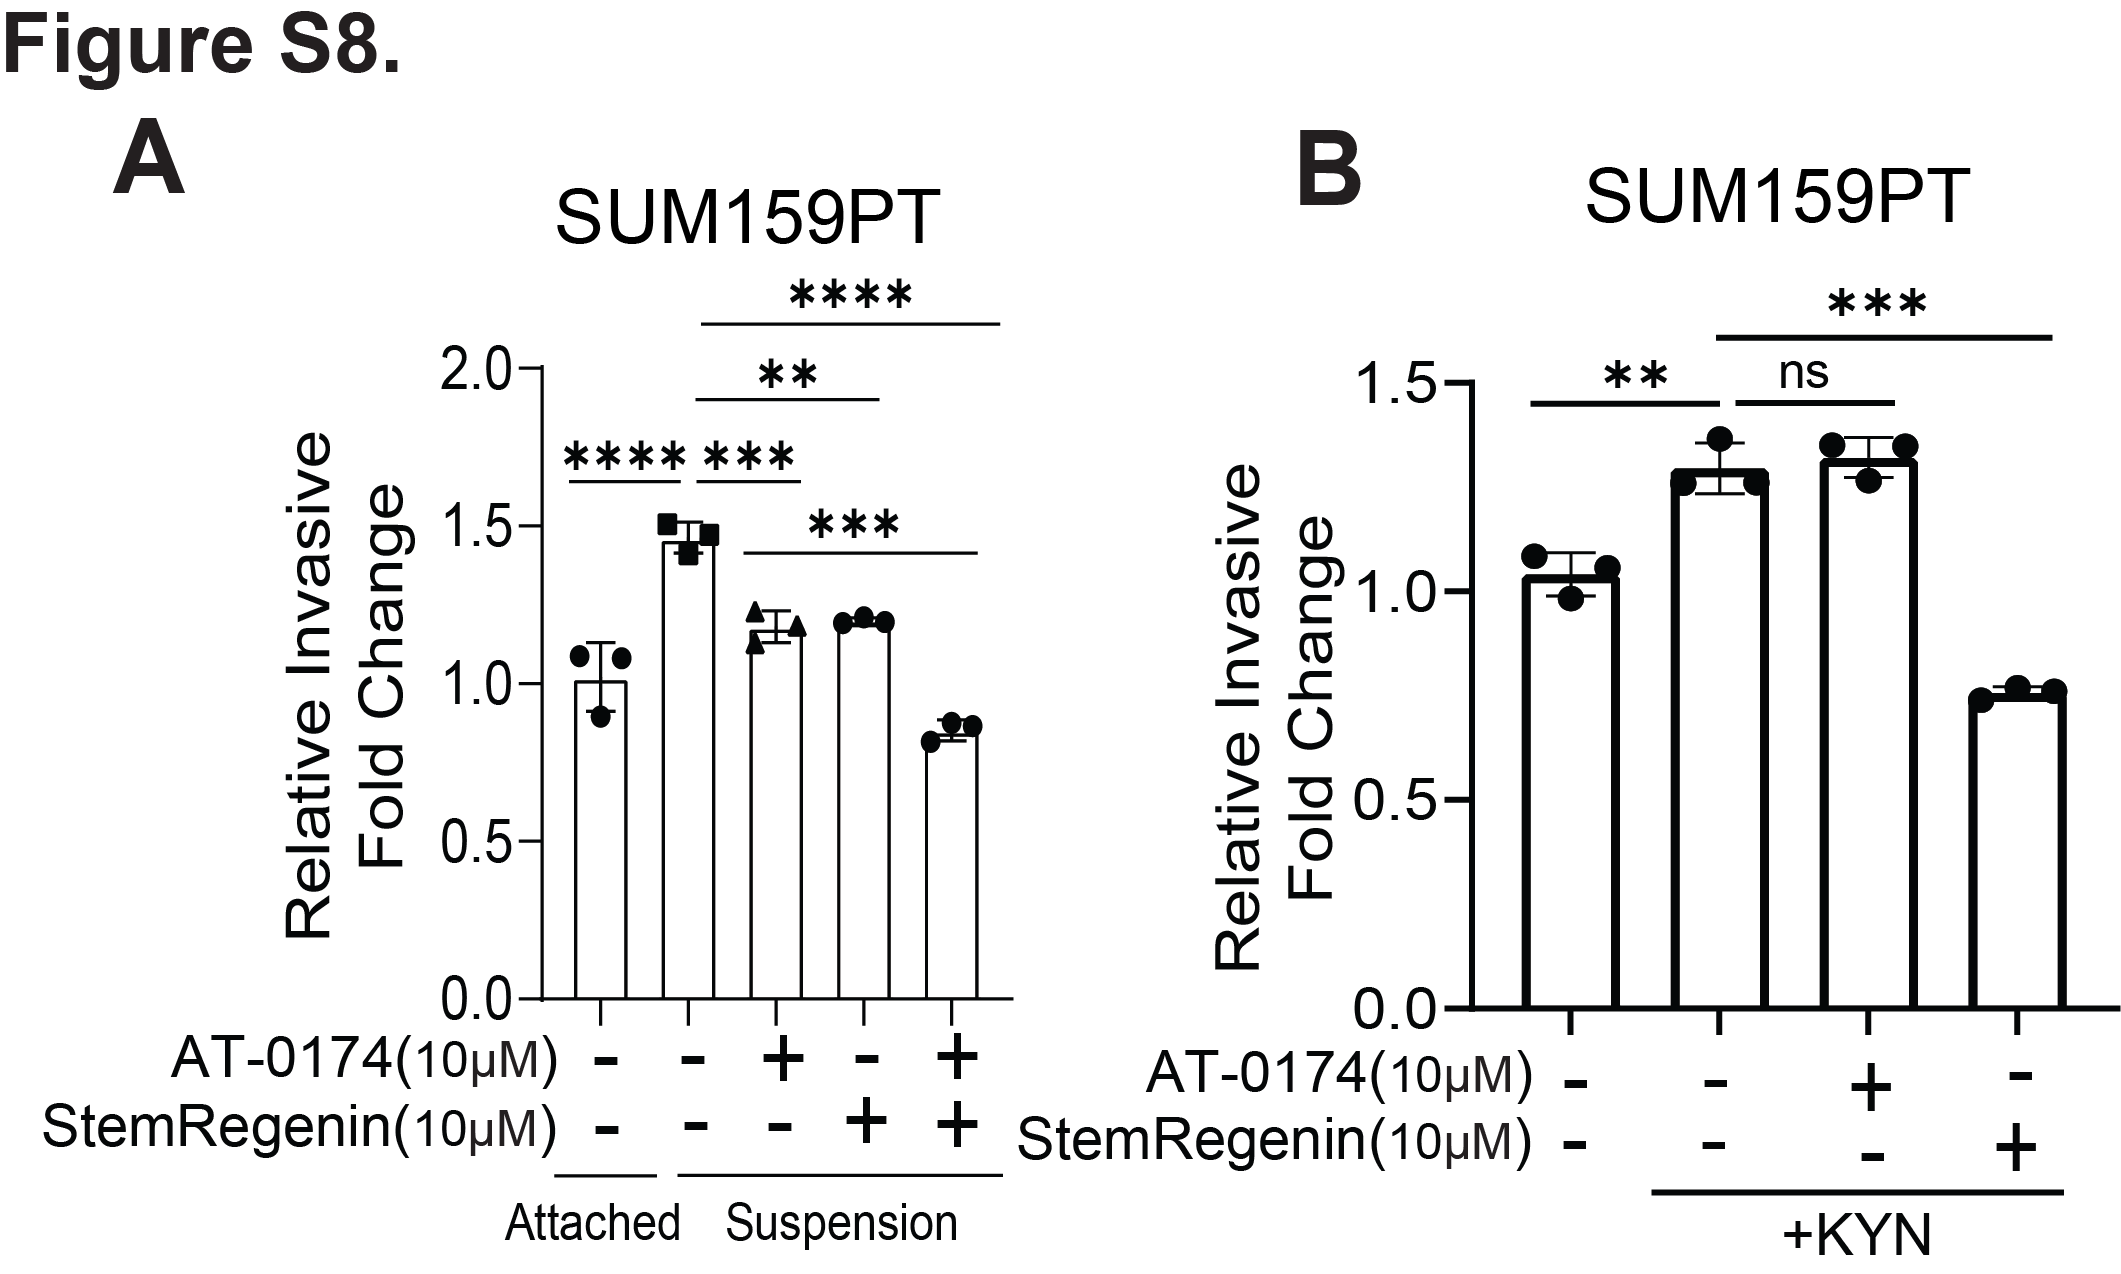
**

**Supplementary Figure S8.** **Treatment of AT-0174, epacadostat or StemRegenin reduces invasion in SUM159PT cells.** Invasion of A.SUM159PT under attached and suspension culture for 24hrs and treated with vehicle (DMSO) control, 10μM AT-0174 or 10μM StemRegenin for additional 48hrs. B. SUM159PT were treated with 10μM KYN along with AT-0174 or StemRegenin. Transwell invasion through Cultrex for 24 hours, invaded cells were stained with 0.5%/25% (v/v) crystal violets/methanol and dissolved in 10% acetic acid. Absorbance was read at the wavelength of 570nm. Mean± SD with One-way ANOVA analysis *: p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

# Supplementary material for: Blocking Tryptophan Catabolism Reduces Triple-Negative Breast Cancer Invasive Capacity
**Source:** Cancer Res Commun. 2024 Oct 16;4(10):2699–713. doi: 10.1158/2767-9764.CRC-24-0272
**Supplement:** Supplementary Figure S9 — The AhR ChIP seq dataset shows high enrichments at the promoter region of ZEB1 transcript.

**
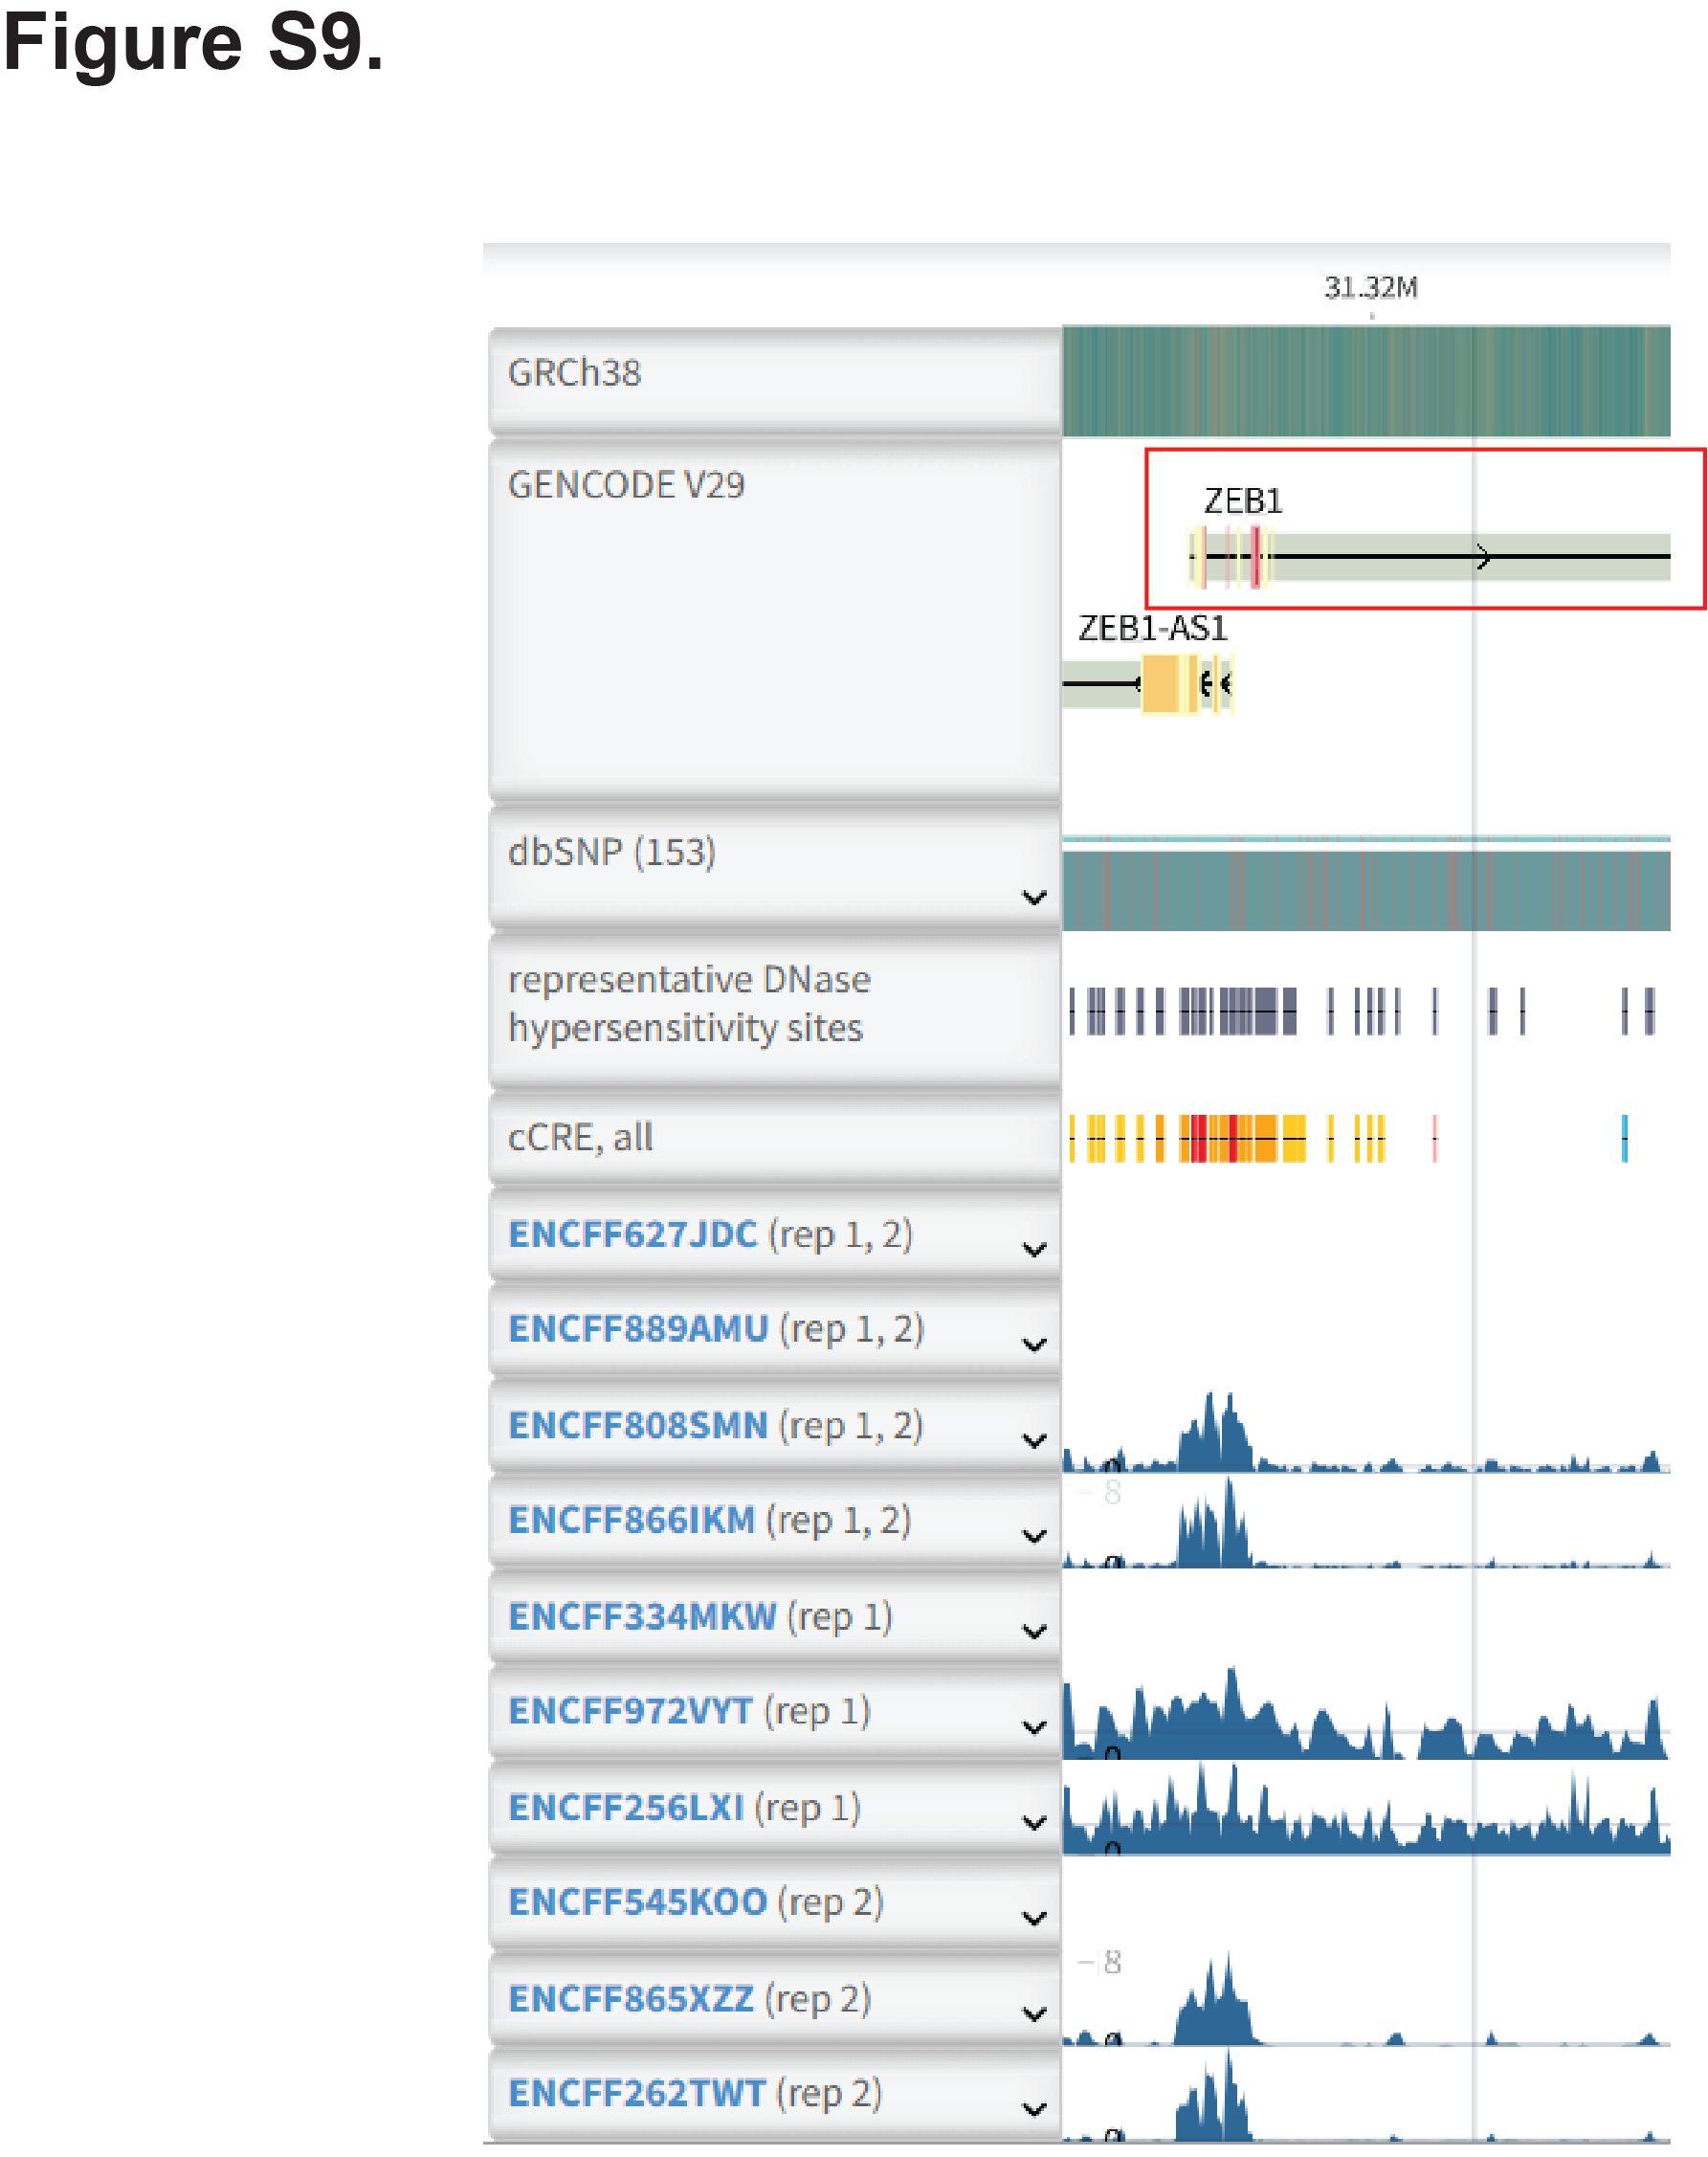
**

**Supplementary Figure S9.** **The AhR ChIP seq dataset shows high enrichments at the promoter region of *ZEB1* transcript.** AhR ChIP was performed on HepG2 cells. The public dataset (GSE127649) was extracted from the ENCODE platform.

# Supplementary material for: Blocking Tryptophan Catabolism Reduces Triple-Negative Breast Cancer Invasive Capacity
**Source:** Cancer Res Commun. 2024 Oct 16;4(10):2699–713. doi: 10.1158/2767-9764.CRC-24-0272
**Supplement:** Supplementary Figure S10 — Genetic knockdown or pharmacological inhibition of TDO2 or AhR decreased ZEB1 mRNA expression but increased while IDO1 compensated; KYN treatment increased ZEB1 expression.

**
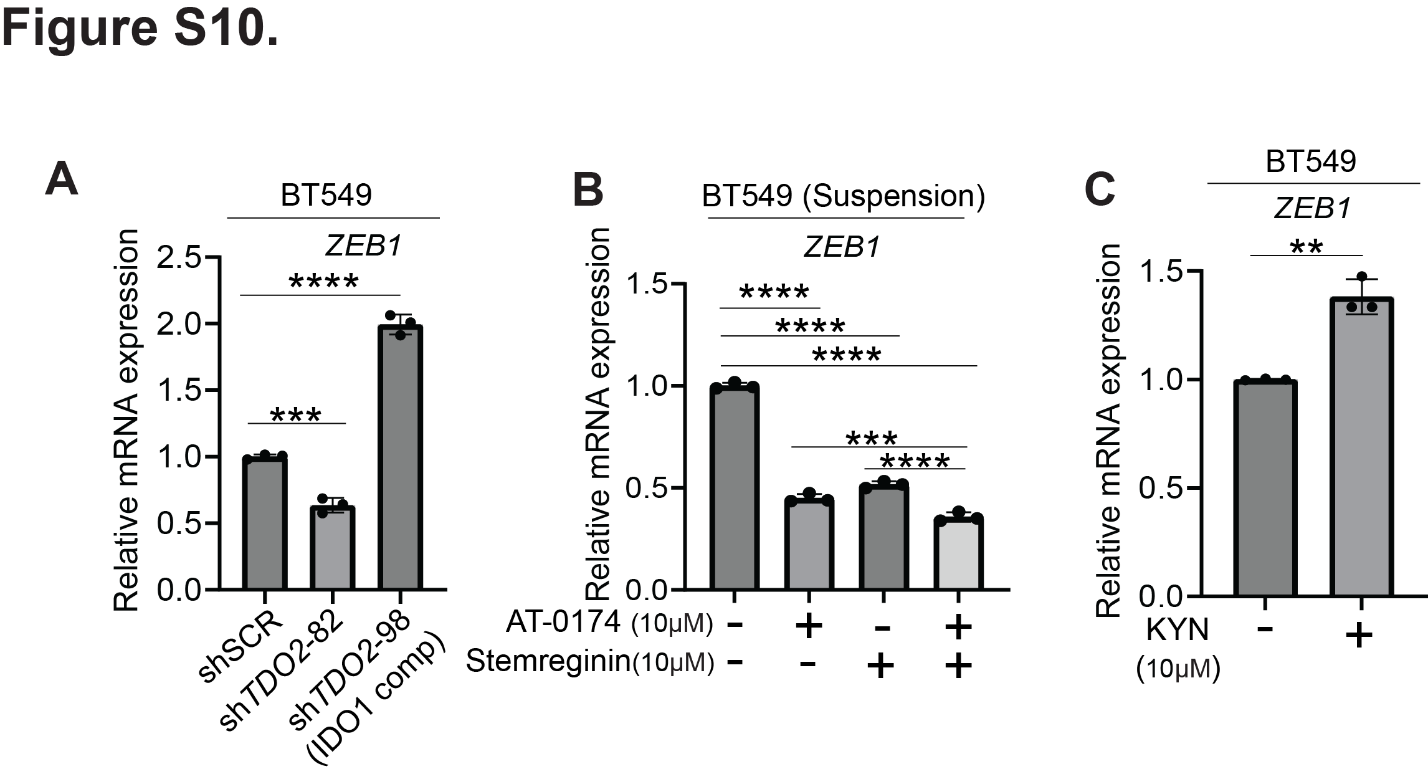
**

**Supplementary Figure S10.**  **Genetic knockdown or pharmacological inhibition of TDO2 or AhR decreased *ZEB1* mRNA expression but increased while IDO1 compensated; KYN treatment increased *ZEB1* expression.**  mRNA expression of A. BT549 with TDO2 shRNA. B. BT549 under suspension culture for 24hrs and treated with vehicle (DMSO) control, 10μM AT-0174, 10μM Stemreginin or combination for 48hrs. C. BT549 were treated with vehicle or 10μM KYN. GAPDH was used as an internal control. Mean± SD with One-way ANOVA analysis *: p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

# Supplementary material for: Blocking Tryptophan Catabolism Reduces Triple-Negative Breast Cancer Invasive Capacity
**Source:** Cancer Res Commun. 2024 Oct 16;4(10):2699–713. doi: 10.1158/2767-9764.CRC-24-0272
**Supplement:** Supplementary Figure S11 — AhR, ZEB1 and TDO2 expression in clinical breast cancer database.

**
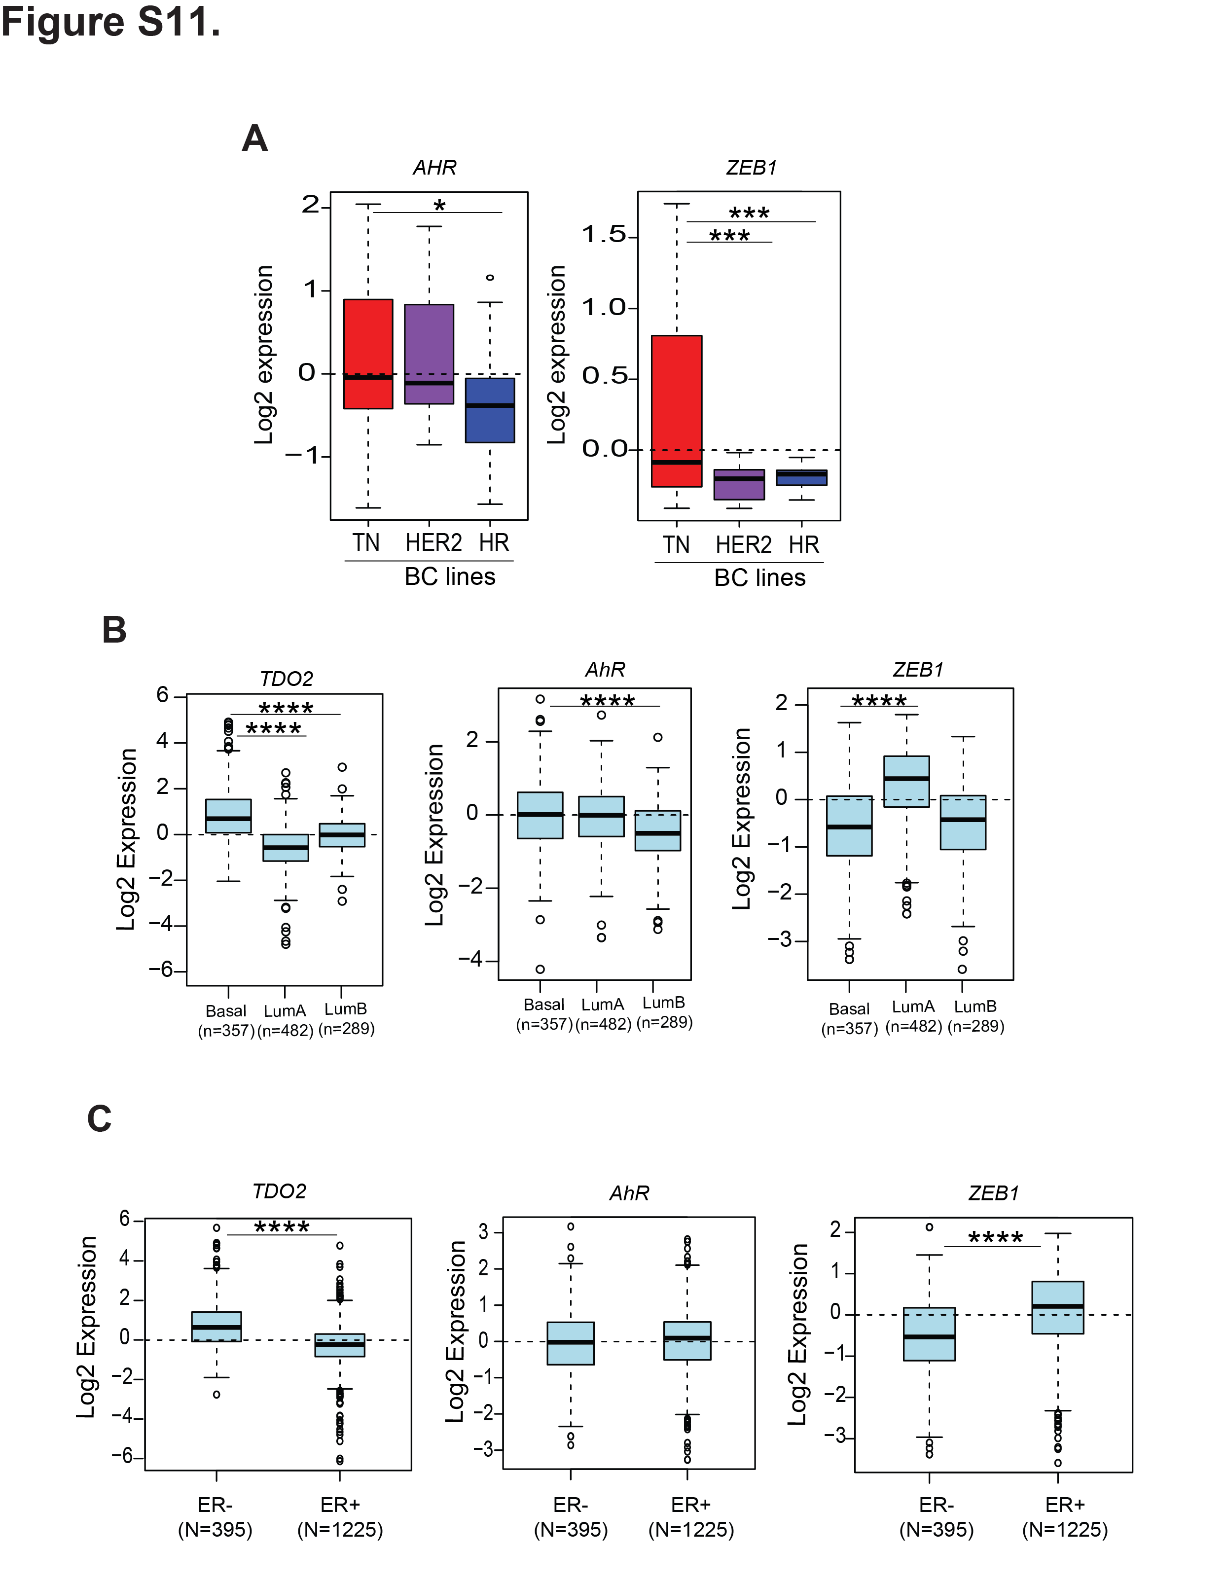
**

**Supplementary Figure S11. *AhR, ZEB1* and *TDO2* expression in clinical breast cancer database.** A. *AhR* and *ZEB1* expression in TNBC, HER2 enriched and HR+ breast cancer cell lines (n=51) B. Expression of *TDO2*, *AhR,* and *ZEB1* from patients with basal-like, Luminal A/B breast cancers. C. *TDO2, AhR,* and *ZEB1* from patients stratified with ER+/-. Gene expression-based Outcome (GOBO) database and analyzed by one-way ANOVA or t-test *: p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

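The processed values cover 9 RNA-seq libraries of MDA-MB-453 cells, 3 of attached cells with vehicle, 3 of suspended cells with vehicle and 3 of suspended cells with 10 µmol/L AT-0174, each taken at 48 hours. The single-cell, BT549 and metabolite data of the paper are not analysed here. According to the paper, reads were processed with nf-core/rnaseq 3.12.0, with adapters removed by Cutadapt 3.4 in Trim Galore 0.6.7, alignment by STAR 2.7.9a to GRCh38 with Ensembl release 104, quantification by Salmon 1.10.1 and summing by gene with tximport. The estimated counts were made by the authors with Salmon from the aligned reads and summed by gene, with no normalization, for 59452 gene symbols or identifiers. Each column of the gene table equals the sum of the same library's transcript values, of which there are 236920 per library. The TPM values of transcripts were also made by the authors with Salmon, which divides the estimated counts by the effective transcript length and scales them to a fixed total, and they were used for 1 alternative. Gene positions were taken from GENCODE release 44, on the same build.

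Estimated counts were rounded to whole numbers. Genes were filtered with filterByExpr of edgeR 4.0.16 (R 4.3.3) with the condition as group, which kept 15528 genes. Libraries were scaled by TMM, and all 9 entered one quasi-likelihood fit with the condition as the only term. The 2 contrasts were suspended against attached cells, both with vehicle, and suspended cells with AT-0174 against suspended cells with vehicle. Genes with a Benjamini–Hochberg adjusted p under 0.05 were called changed. CPM values of genes use the TMM-scaled library sizes, whereas the limits for a count of 0 use the library totals before scaling. Standard errors are the log2 fold change divided by the square root of the F statistic. The procedure was tested on simulated data in which 200 of 15528 genes were changed. In the simulated comparison of suspended and attached cells, 39.5% of the changed genes were recovered at a 1.2-fold change, 65.5% at 1.5-fold and 77% at 2-fold, none in the wrong direction. In that of AT-0174 and vehicle, 44%, 66% and 77.5% were recovered. Between 5.1% and 10.5% of the simulated calls were unchanged genes, above the nominal 5% in each simulation. Of 20 lists of unchanged genes per simulation, 4 had a permutation p under 0.05 in the simulated 1.5-fold comparison of AT-0174 and vehicle. In each of the other simulations, 0 or 1 did. The permutation p-values of lists may be too small, but 1 simulation cannot settle it. Genes were simulated independently, so these simulations cannot show what correlation between genes does to those p-values.

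Preranked enrichment used fgsea 1.28.0 (fgseaSimple, 10000 permutations) on the log2 fold changes. Before the data were examined, 15 lists were written by hand: TNFα signaling via NF-κB, amino acid catabolism, aromatic amino acid catabolism, mTORC1 signaling, early estrogen response, hypoxia, MYC targets, oxidative phosphorylation, hedgehog signaling, angiogenesis, epithelial–mesenchymal transition, AHR targets, ATF4 targets, cholesterol biosynthesis and cell cycle. The gene sets of the Molecular Signatures Database that the paper used are not used here, so the lists share themes with them but not all members. A symbol of the early estrogen list was not found in the gene table. The genes of Supplementary Table S10 with a correlation of at least 0.1, or of −0.1 or less, with *TDO2* made 2 further lists with 134 and 29 tested genes. Lists of NRF2 targets, interferon-induced genes and immediate-early genes were added after the data had been seen. Permuting genes ignores the correlation between genes, so camera (with a preset correlation of 0.01 and with an estimated one) and fry of limma 3.58.1 were run on the same lists.

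The genes named are those the paper measures or mentions, the 5 with the largest rise and the 5 with the largest fall of each contrast among changed genes with at least 50 normalized counts on average and no overlap between groups, and the 5 leading genes of each list. The leading genes of the early estrogen list are not reported here. This rule, the 2 contrasts with their gene and list tests, and the alternatives listed below were set before the data were examined, and the added lists and the tests that the closing section names as chosen later were not. *AHRR*, *BOLA2B* and *BOLA2-SMG1P6* are named outside this rule, because the tests in the closing section turn on them. The alternatives were DESeq2 size factors, DESeq2 1.42.0, limma-voom, no filter on low counts, a minimum of 10 counts in every library, only the 6 libraries of a contrast, a replicate block, counts rebuilt from TPM, each library left out in turn, a 2-fold minimum, an adjusted p threshold of 0.01, ranking by the signed statistic, and a correlation minimum of 0.05 for Supplementary Table S10.

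The libraries held between 36649997 and 48019126 estimated counts. A count of 0 allows up to 3 counts, or 0.0625 to 0.0819 CPM of the library totals before TMM scaling. Such limits cover counting error only, since reads without molecular identifiers are not independent molecules. No pair of replicates was as close as a library sequenced again would be, with a chi-squared per degree of freedom between 3.06 and 17.42 across genes.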

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

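The tests of NRF2 and of AHR in this part were chosen after the AT-0174 changes had been seen, as were the lists of NRF2 targets and interferon-induced genes that every list test here uses, while the tests of library depth, GC content, splits of the libraries and the interferon response were set before their results were seen.

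The paper reports no RNA-seq comparison of AT-0174 with vehicle in MDA-MB-453, and its description of this set does not mention the inhibitor. In these libraries, 121 genes differed between suspended cells with AT-0174 and with vehicle, 81 higher and 40 lower. Of these, 9 changed at least 2-fold, each of them lower. In 1 of the 10 splits of the 6 libraries, the real one, as many genes differed, and the other splits gave at most 1 gene. With 10 splits, a share under 0.05 cannot be reached. The AT-0174 libraries were deeper, with a median of 44064734 against 42970982 estimated counts. With every library thinned to 36649977 counts, 122 genes differed, which argues against depth as the source. With 1 library left out in turn, between 63 and 86 genes differed.

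Among changed genes with at least 50 normalized counts on average and no overlap between groups, the largest rises with AT-0174 were those of *HMOX1* (log2 fold change 1.00, standard error 0.062, adjusted p = 2.5e-06), *ALDH3A1* (0.88), *NQO1* (0.79), *UGT1A1* (0.72) and *AKR1C2* (0.71). *UGT1A1* shares exons with its gene family, and *AKR1C2* has close paralogs, so reads of these 2 genes could be shared with others, and *HMOX1* (0.95 to 1.06 with 1 library left out in turn) has no such limit. *ALDH3A1* no longer passed the threshold in 6 of 12 alternatives and *AKR1C2* in 5, while *HMOX1*, *NQO1* and *UGT1A1* passed in all. The genes with these largest rises are known targets of the transcription factor NRF2. A list of 31 tested NRF2 targets, without the 15 genes that had the smallest p-values, had an NES of 2.09 (permutation p = 0.000638), and 30 of 31 had a higher value with AT-0174. The list still held *ALDH3A1*, one of the largest rises named above, so it is not independent of the genes seen first. Of the 31, 17 differed past the threshold, with *SLC48A1*, *TRIM16*, *SQSTM1*, *SRXN1* and *MGST1* leading. The median log2 fold change was 0.24. The list also passed fry (p = 1.94e-05) and camera with an estimated correlation (p = 0.00014). With no filter on low counts, the NES was 1.13 (permutation p = 0.255), and the permutation p-values across the alternatives ran from 0.000189 to 0.255. The NES was 2.04 in thinned libraries and 2.11 after a trend on GC content and transcript length was taken out, so these explain little of it. That trend explained only 0.412% of the variance. AHR shares some targets with NRF2. The 7 AHR targets that are not NRF2 targets had an NES of −1.22 (permutation p = 0.264), although 6 of 7 were higher. The exception was *AHRR* (log2 fold change −1.56, adjusted p = 0.69), whose sign came from suspended vehicle replicate 3, with 2.03 CPM against 0.181 and 0.249 in the other replicates, and without which it was 0.355. Too few genes remain to tell whether AHR took part. A rise in NRF2 activity with AT-0174 is a candidate explanation, found and tested on the same libraries. Whether it comes from blocking TDO2, from another action of the compound or from a difference between cultures was not tested.

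By the same rule, the largest falls with AT-0174 were those of *IFIT1* (log2 fold change −1.99, standard error 0.391, adjusted p = 0.036), *IFI6* (−1.39), *IFIT2* (−1.24), *OASL* (−1.21) and *PCDHA13* (−1.16), the last of which shares exons with its gene cluster. The first 4 are interferon-induced. A list of 32 other interferon-induced genes had an NES of −2.22 (permutation p = 0.000188, the smallest that the permutations can give), and 31 of 32 had a lower value. Only *OAS2* among them passed the threshold, a gene with fewer counts and a larger fall (log2 fold change −3.00, adjusted p = 0.01). It no longer passed without AT-0174 replicate 1 (adjusted p = 0.0618) or 2 (0.0538), with limma-voom (0.0518) or with counts rebuilt from TPM (0.0888). With p-values adjusted over the list alone, 19 genes passed. The leading genes were *OAS2*, *UBE2L6*, *OAS3*, *HERC6* and *ISG15*, and the median log2 fold change was −0.416. These genes move together, with an estimated correlation of 0.5524, and the list passed camera with that correlation (p = 0.0316) and fry (p = 0.016). The NES was −2.19 in thinned libraries and −2.20 after the trend on GC content and length was taken out, which argues against both as the source. Without AT-0174, the same genes already varied between libraries. *IFIT1* had 13.1 ± 7.44 CPM (SD, n = 3) in attached cells, 6.12 ± 1.95 in suspended cells with vehicle and 1.53 ± 0.332 with AT-0174. In suspended against attached cells the list had an NES of −1.77, which was −1.21 (permutation p = 0.209) without attached replicate 2, and it did not pass fry (p = 0.153). A lower interferon response with AT-0174 may explain the pattern, and a difference between cultures that is unrelated to AT-0174 remains open. *IFIT1* no longer passed the threshold in 7 of 12 alternatives, and its adjusted p was 0.109 with counts rebuilt from TPM and 0.212 with limma-voom. *IFIT2* and *PCDHA13* no longer passed it in 8 of 12 each and *OASL* in 6, while *IFI6* passed in all. The log2 fold change of *PCDHA13* ranged from −1.26 to −0.276 across the alternatives.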

How the results depend on the processing

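The lists of NRF2 targets and interferon-induced genes were tested only after the data had been seen. The other results here were set before, with their alternatives, and where no cause is given, the cause was not tested.

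Of the 3297 genes that differed in suspension, DESeq2 size factors, DESeq2, limma-voom, both other filters, the 6 libraries alone and the replicate block gave counts within 1.5 times. Counts rebuilt from TPM gave 1726. The stricter criteria gave 152 genes (2-fold) and 1405 (adjusted p under 0.01), and the fits that each left out 1 library gave 1935 to 2693, with fewer libraries behind each. Of the genes changed 2-fold, 16.4% were higher, against 49.1% of all changed genes. For AT-0174, 121 genes became 239 with DESeq2, 499 with no filter on low counts, 35 with counts rebuilt from TPM, 9 with a 2-fold minimum, 52 with an adjusted p under 0.01 and 63 to 86 with 1 library left out. The share that was higher fell from 66.9% to 55.6% with DESeq2 and 54.7% with no filter. The replicate block gave 3250 and 146 genes. Replicates of the same number did not pair, with correlations across genes of 0.01, −0.022 and 0.044 for suspended and attached cells and 0.044, −0.003 and −0.012 for AT-0174 and vehicle.

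The NES of the TNF list (1.37, adjusted p = 0.0835) passed the threshold when ranked by the signed statistic (1.73, adjusted p = 0.000504), with limma-voom (1.39, adjusted p = 0.0347), with at least 10 counts in every library (1.77, adjusted p = 0.00393) and in fry (adjusted p = 0.00149). It turned negative with no filter (−0.859) and in 4 of the 6 fits that left out 1 library, which ranged from −0.968 to 1.25. Its adjusted p ran up to 1. The amino acid list (−0.831) turned positive when ranked by the signed statistic (1.46, adjusted p = 0.0252) and with no filter (0.834), and its direction was higher in camera (adjusted p = 0.0482 with the preset and 0.285 with the estimated correlation) and fry (adjusted p = 0.0079). It stayed between −0.95 and −0.685 with 1 library left out. The aromatic list (1.54) passed the threshold with the signed statistic (1.64, adjusted p = 0.0259), at least 10 counts (1.79, adjusted p = 0.0135), camera with the preset correlation (adjusted p = 0.00322) and fry (adjusted p = 0.000513), and stayed between 1.30 and 1.65 with 1 library left out. It fell to 0.758 (adjusted p = 1) with no filter and to 0.931 (adjusted p = 0.652) with counts rebuilt from TPM. The hypoxia list reversed with no filter (−0.621).

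The genes of Supplementary Table S10 correlated with *TDO2* (NES 1.48) no longer passed the threshold with DESeq2 (1.43), no filter (1.07), counts rebuilt from TPM (1.30) or a correlation minimum of 0.05 (1.17). With 1 library left out they ranged from 1.29 to 1.47 and passed only without suspended vehicle replicate 1 (adjusted p = 0.0374) or 3 (adjusted p = 0.0457). The negatively correlated genes (−1.70) no longer passed it with no filter (−1.30) or a correlation of −0.05 or less (−1.30). With 1 library left out they ranged from −1.72 to −1.55 and did not pass without attached replicate 1 (adjusted p = 0.055) or 2 (adjusted p = 0.0577) or without suspended vehicle replicate 2 (adjusted p = 0.0548). With AT-0174, where neither list passed the threshold, the first (0.352) turned negative with at least 10 counts (−0.422) and ranged from −0.537 to 0.482 with 1 library left out. The second (−0.597) turned positive with the signed statistic (1.13), no filter (0.435), counts rebuilt from TPM (0.617) and the weaker correlation (0.56), and ranged from −0.743 to 0.617. Camera (adjusted p = 0.918 and 0.938) and fry (adjusted p = 0.774) gave it the opposite direction too. The NRF2 list with AT-0174 fell to 1.13 with no filter. The correlation across genes between the 2 contrasts (−0.209) ranged from −0.301 to −0.117 with 1 library left out, and the share of suspension-changed genes with the opposite sign from 49.7% to 69.5%, the lowest without AT-0174 replicate 2.

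Of the values of single genes, *MTRR* reversed with counts rebuilt from TPM (−0.157). In suspension, 122 other values of single genes no longer passed the threshold under an alternative and 8 newly did. With AT-0174, 102 no longer did and 33 newly did. Of the scores of the other lists in suspension, 34 no longer passed it and 12 newly did, and with AT-0174, 9 newly did. A further 155 scores or log2 fold changes that were past the threshold in neither fit changed sign. *TDO2* in suspension passed the threshold in each of the 12 alternatives run for single genes, between 0.51 and 0.59. The other filters on low counts were not run for single genes, and its 1.46-fold rise is under the 2-fold minimum. The depth limits *IDO1*, *IDO2*, *KYNU*, *ZEB1*, *S100A9* and *MMP2*, which had at most 34 counts per library.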

Differences from the paper's values

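The paper's values were read by eye from its figure, and the lists behind the values here are hand-written and not the paper's gene sets, so the values need not coincide. The alternatives named were set before the data were examined, apart from the correction for GC content and transcript length, which was set beside the paper's values after they had been seen. The threshold for a difference is the SD of the NES across the fits that each left out 1 library. Those fits share most of their libraries, so this SD understates the uncertainty of the NES, and a gap beyond it need not be a real difference. The paper's values were read to about 0.05. A step of that size can decide whether a gap is called closed for mTORC1 signaling, hypoxia and oxidative phosphorylation.

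For amino acid catabolism, the paper's NES is about 1.7 in Fig. S1, read by eye, and the value here is −0.831. Its label in Fig. S1 names the amino acid family, whereas Fig. 1E names the cellular amino acid catabolic process. None of the alternatives closed the gap, nor did the GC and length correction (−0.70), and ranking by the signed statistic came nearest, at 1.46 (adjusted p = 0.0252). For mTORC1 signaling, the paper's NES is about 1.6 in Fig. S1, read by eye, against 1.45 here, and the gap closed with limma-voom (1.50), without suspended vehicle replicate 1 (1.47) and without suspended vehicle replicate 2 (1.47), as well as with the GC and length correction (1.72), chosen after seeing the values. For the early estrogen response, the paper's NES is about 1.8 in Fig. S1, read by eye, against 1.56 here, and the gap closed with a minimum of 10 counts in every library (1.82) and, chosen after seeing the values, with the GC and length correction (1.88). For hypoxia, the paper's NES is about 1.8 in Fig. S1, read by eye, against 1.71 here, and the gap closed with the signed statistic (1.85), limma-voom (1.79) and, chosen after seeing the values, the GC and length correction (1.81). For MYC targets, the paper's NES is about 2.1 in Fig. S1, read by eye, against 1.79 here, and the gap closed with a minimum of 10 counts (2.14) and, chosen after seeing the values, with the GC and length correction (2.05). For oxidative phosphorylation, the paper's NES is about 2.1 in Fig. S1, read by eye, against 1.96 here, and limma-voom closed the gap (2.05), while the GC and length correction did not (1.93). For hedgehog signaling, the paper's NES is about −1.6 in Fig. S1, read by eye, against −1.40 here, and neither the alternatives nor the GC and length correction (−1.39) closed the gap. No filter on low counts reversed its sign (0.752).

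For TNFα signaling via NF-κB, the paper's NES is about 1.8 in Fig. S1, read by eye, against 1.37 here. This is within the SD of 1.10 across the fits that each left out 1 library, an SD that is wide because the NES changed sign between them. The paper reports the enrichment as positive, and here it did not pass the threshold (adjusted p = 0.0835). It passed with the signed statistic (1.73), limma-voom (1.39), at least 10 counts in every library (1.77) and in fry (adjusted p = 0.00149), as well as after a trend on GC content and transcript length was taken out (1.56, adjusted p = 0.0314), which was chosen after seeing the values. The paper computed fold changes with limma, so limma-voom is the alternative nearest to its method, and with it the amino acid list was still negative (−0.745).

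The paper lists mTORC1 and hedgehog signaling among the enriched pathways, and neither passed the threshold here. mTORC1 signaling passed with the signed statistic (adjusted p = 0.000504), limma-voom (adjusted p = 0.0272), at least 10 counts (adjusted p = 0.00393), camera with the preset correlation (adjusted p = 1.51e-07), fry (adjusted p = 0.00305) and, chosen after seeing the values, the GC and length correction (adjusted p = 0.0149). Hedgehog signaling passed with at least 10 counts (adjusted p = 0.00608), camera with the preset correlation (adjusted p = 0.0407) and fry (adjusted p = 0.00463). Its NES turned positive with no filter on low counts (0.752). Amino acid catabolism passed as higher with the signed statistic (adjusted p = 0.0252), camera with the preset correlation (adjusted p = 0.0482) and fry (adjusted p = 0.0079).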

Other observations

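The tests in this part were set before their results were seen, except that the immediate-early genes were listed after the leading genes of the TNF list were known, that the tests of their members not seen first and of a shift common to all nuclear genes were chosen after the results were seen, and that the patterns in *BOLA2* and the mitochondrial genes were chosen from the data.

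In 1 of the 10 splits of the 6 attached and suspended libraries with vehicle, the real one, as many as 3297 genes differed, and the other splits gave at most 1. A share under 0.05 cannot be reached with 10 splits.

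The leading genes of the TNF list are immediate-early genes. Without the 40 immediate-early genes in the list, the NES was −1.20 (permutation p = 0.174, 103 genes), and the 40 alone had an NES of 2.14 (permutation p = 0.00196). The 40 include the 5 leading genes, which were known when the immediate-early genes were listed, so both values follow from that choice and do not show that the list depends on this class. The 33 that were neither leading nor among the most changed genes had an NES of 1.28 (permutation p = 0.157), and without them the list had an NES of 1.27, also short of the threshold. Whether immediate-early genes as a class carry the list, and whether the collection of suspended cells raises them, stays open.

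The oxidative phosphorylation list rose in suspension while the 13 mitochondrially encoded protein genes fell, each past the threshold. Their median log2 fold change was −1.06, with a range from −1.35 to −0.48. Mitochondrially encoded transcripts took 7.56% to 9.32% of the counts in attached libraries and 4.05% to 4.34% in suspended ones with vehicle. With the mitochondrially encoded genes left out, the NES of the list was 1.94, but this moves all other genes almost alike and decides nothing. The median log2 fold change of the list was above that of the other nuclear genes by 0.107, and by 0.089 to 0.118 with 1 library left out in turn, which a shift common to all nuclear genes cannot give. After a trend on GC content and length was taken out, which explained 1.15% of the variance, the NES was 1.93, and those of MYC targets (2.05), hypoxia (1.81) and the early estrogen response (1.88) also remained past the threshold. The 766 nuclear genes of like GC content and length had a median log2 fold change of 0.029, which argues against GC content or length as the reason for the fall. A change in mitochondrial RNA and a different yield of it during extraction both remain possible, and neither was tested.

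*BOLA2* fell in suspension (log2 fold change −2.55, standard error 0.576, adjusted p = 0.009), from 83 to 221 counts in attached libraries to 19 to 41 in suspended ones with vehicle. Its copy *BOLA2B* had 1943 to 2113 counts in attached libraries and 2343 to 2690 in suspended ones. Added together, both had a log2 fold change of 0.09 (adjusted p = 0.151), so the fall may come from how reads were divided between the copies. With the readthrough gene *BOLA2-SMG1P6* also added, a sum that was tried first, the log2 fold change was 0.18 (adjusted p = 0.0123), a rise.

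In the fit with all libraries, AT-0174 did not move the suspension-changed genes back further than chance would. Because both contrasts share the vehicle-treated suspended libraries, their log2 fold changes oppose each other by construction. Across 15528 genes, which are not independent replicates, the Spearman correlation was −0.209, and in 50 simulations with no AT-0174 effect it was between −0.237 and −0.203, with 44 of 50 as negative. Of the 3297 genes changed in suspension, 59.2% had the opposite sign with AT-0174, against 59.9% to 64.2% in the simulations. Of the 68 genes that differed in both contrasts, 34 had opposite directions.

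The genes that Supplementary Table S10 lists as positively correlated with *TDO2* in single cells had an NES of 1.48 in suspension (adjusted p = 0.0132, 134 genes, 91 higher), led by *SNPH*, *ABCC11*, *DUSP6*, *S1PR3* and *MBOAT2*. The negatively correlated genes had an NES of −1.70 (adjusted p = 0.0132, 29 genes, 16 lower), led by *S100A10*, *ATP1B1*, *ANXA6*, *RND3* and *IGFBP2*. The positive list lost its call in 8 of 14 alternatives to the score and the negative one in 5 of 14, among them fits that left out 1 library. Both passed fry (adjusted p = 0.000126 and 1.36e-05) and camera with an estimated correlation (adjusted p = 0.0134 and 0.00522). With AT-0174 neither differed (NES 0.352 and −0.597). No biological explanation was tested.

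Ranked by log2 fold change in the fit with all libraries, none of the 15 lists passed the threshold with AT-0174 in the permutation test, with NES values from −1.23 for the TNF list to 1.28 for mTORC1 signaling, adjusted p-values of 0.67 or more and unadjusted ones of 0.11 or more. This depended on the setting. The NES of the TNF list ran from −1.70 to 0.72 across the alternatives, and from −1.125 to −0.708 with 1 library left out. Ranked by the signed statistic, the TNF list was lower (NES −1.70, adjusted p = 0.00112), and mTORC1 signaling (2.44, adjusted p = 0.00112), AHR targets (2.18, adjusted p = 0.00112), ATF4 targets (1.86, adjusted p = 0.00775), cholesterol biosynthesis (1.81, adjusted p = 0.0205) and hypoxia (1.48, adjusted p = 0.037) were higher. With at least 10 counts in every library, the TNF list (−1.48, adjusted p = 0.0444), mTORC1 signaling (1.53, adjusted p = 0.0444) and AHR targets (1.85, adjusted p = 0.0259) passed, and camera with the preset correlation called mTORC1 signaling (adjusted p = 1.33e-07), AHR targets (adjusted p = 4.34e-22), ATF4 targets (adjusted p = 6.87e-05) and cholesterol biosynthesis (adjusted p = 0.012). Fry and camera with an estimated correlation called the AHR list (adjusted p = 0.000509 and 0.00499) and the ATF4 list (adjusted p = 0.000509 and 0.0283) higher. *NQO1*, *UGT1A6* and *ALDH3A1* led the AHR list, and *SLC7A11*, *GDF15* and *TRIB3* the ATF4 list.

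*TDO2* was higher with AT-0174 than with vehicle in suspension, at 196 ± 5.08 against 167 ± 9.52 CPM (SD, n = 3 each; log2 fold change 0.23, standard error 0.041, adjusted p = 0.022). The call passed in the alternatives run for it that kept each library of this contrast (adjusted p between 3.21e-05 and 0.0385). Across the 6 fits that each left out 1, the log2 fold change stayed between 0.18 and 0.26, with adjusted p-values from 0.0138 to 0.0954. The call was lost without suspended vehicle replicate 2 or 3 or AT-0174 replicate 1 or 3, in fits with fewer libraries. *CDH2* was lower (log2 fold change −0.28, adjusted p = 0.028), a call that was lost in each of the 6 such fits. *CYP1A1* (0.21, adjusted p = 0.71), *CYP1B1* (0.16, adjusted p = 0.17), *AHR* (−0.13, adjusted p = 0.59), *ZEB1* (0.06, adjusted p = 0.99) and *NFKBIA* (−0.22, adjusted p = 0.22) did not differ past the threshold in the fit with all libraries. *ZEB1* had only 11 to 27 counts per library, so a change in it could be missed (standard error 0.365). *NFKBIA* passed as lower in 2 of 12 alternatives (lowest adjusted p = 0.00482) and *CYP1B1* as higher in 1 (adjusted p = 0.0491). *IDO1* had at most 1 count with AT-0174 too.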
